# Identification of miRNAs associated with dark-induced senescence in *Arabidopsis*

**DOI:** 10.1186/s12870-015-0656-5

**Published:** 2015-11-04

**Authors:** Xiaoying Huo, Chao Wang, Yibo Teng, Xunyan Liu

**Keywords:** *Arabidopsis thaliana*, Dark-induced senescence, Microarray, miRNA

## Abstract

**Background:**

microRNAs (miRNAs) are endogenous small (~21 nucleotide) single-stranded non-coding RNAs that typically function by guiding cleavage of target genes. To find the miRNAs that may be involved in dark-induced leaf senescence, we identified miRNAs by microarray platform using *Arabidopsis thaliana* leaves from both whole darkened plants (DPs) and individually darkened leaves (IDLs).

**Results:**

We found that the expressions of 137 miRNAs (*P* < 0.01, signal intensity >0) were significantly changed both in DP and IDL leaves. Among them, the expression levels of 44 miRNAs were relative higher than others (*P* < 0.01, signal intensity >500). Of these differentially expressed miRNAs, 6 miRNAs (miR319a, 319c, miR159, miR164a, miR164c and miR390a) have been previously reported to be involved in dark-induced leaf senescence, and the remaining 38 miRNAs have not been implicated in leaf senescence before. Target genes of all 44 miRNAs were predicted, and some of them, such as *NAC1*, *At3g28690*, *At2g17640* and *At2g45160*, were found in the Leaf Senescence Database (LSD). GO and KEGG analysis of 137 miRNAs showed that the predicted target genes were significantly enriched in transcription regulation, development-related biological processes and metabolic pathways. Expression levels of some of the corresponding miRNA targets (*At1g73440*, *At2g03220 and At5g54810*) were analysed and found to be significantly different in DP/IDL than that in WT.

**Conclusions:**

A microarray analysis about dark-induced miRNAs involved in leaf senescence are present here. Further expression analysis revealed that some new founding miRNAs maybe regulate leaf senescence in *Arabidopsis*, and the findings highlight the important role of miRNAs in dark-induced leaf senescence.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0656-5) contains supplementary material, which is available to authorized users.

## Background

Senescence in plants is an intrinsic, genetically determined, natural developmental programme that operates at the end of leaf, fruit, or flower development [1]. It is characterized by the visible yellowing (Chlorophyll degradation) of leaves accompanied by the mobilization of leaf nutrients to the reproductive structures, and is a complex process involving changes of physiological, biochemical and gene expression regulated by endogenous and exogenous factors [2]. As senescence occurs at the ultimate stage in leaf development and precedes cell death [2], it has a crucial impact on agriculture, especially in crops where crop yield is enhanced by longer growth periods. Although leaf senescence is controlled mainly by developmental age, it can be modulated or triggered by adverse environmental factors such as temperature, high salinity, drought, submergence, ozone, constant darkness, nutrient deficiency, light and pathogen infection [2–8]. Therefore, an understanding of leaf senescence mechanisms is important not only for answering fundamental scientific questions but also for increasing crop yields by prolonging photosynthetic activity and minimizing post-harvest quality loss in vegetables [9].

Senescence-like phenomena can also be induced by incubation in darkness [5]. In some ways, dark-induced senescence programs share many common pathways with natural age-dependent senescence [10]. There are some similar symptoms and molecular components in the two conditions, with the exception of ROS production in mitochondria which increases markedly in dark-induced senescent pea leaves [11] and aged potato (*Solanum tuberosum*) tubers [12].

Comparative transcriptome analysis revealed that natural age-dependent and dark-induced senescence regulates overlapping but different sets of genes in *Arabidopsis* rosette leaves [10, 13]. The number of specific genes induced by natural age-dependence is much higher than the number of specific genes induced by darkness [10]. However, transcriptome data of plant leaves undergoing different types of senescence indicated significant differences in gene expression profiles and signalling pathways under the two conditions (natural or darkness) [13]. Furthermore, Keech *et al.* found that the regulation of metabolism differed significantly between an individually darkened leaf (IDL) attached to a whole plant and an equivalent leaf from an entirely darkened plant (DP), though leaf senescence was induced by darkness in both cases [14].

miRNAs are endogenous small (~21 nucleoutide) single stranded non-coding RNAs, which are capable of regulating gene expression via post transcriptional or post translational mechanisms present in nearly all eukaryotes [15–17]. Numerous studies have demonstrated that miRNAs are implicated in most of the essential biological processes in plants, including regulation of development, cell proliferation, apoptosis, signal transduction, hormone and stress responses [18–22]. Recently, some evidence has indicated that miRNAs are effective in regulating different mechanisms entailing plant senescence [6, 23–25].

In recent years, tremendous advance has been made in understanding how senescence functions in plants. Plant senescence is a fascinating and challenging research attracting scientists to investigate this multifaceted phenomenon from different angles [1]. Combined with genetic approaches, senescence in leaves has been studied in the model plant *Arabidopsis thaliana*, with research mainly focusing on senescence-associated gene (SAG) expression and function [13, 26]. To date, several studies have explored the potential involvement of miRNAs in plant senescence. For example, miR319 positively controls leaf senescence by regulating the activity of TCP transcription factors [24]. Overexpression of miR164 represses EIN3-induced early-senescence phenotypes in *Arabidopsis thaliana* leaves [23, 25]. However, knowledge of the role of miRNAs in response to leaf senescence is still limited, with only a few miRNAs characterized for their *in vivo* functions during this process [6, 23–25].

In this study, we aimed to identify miRNAs playing a role in dark-induced leaf senescence of Arabidopsis by using miRNAs microarray platform on DPs and IDLs. Of those identified, eight were further validated experimentally by quantitative real-time PCR (qPCR) and the results were found to be consistent approximately with microarray. The fine-scale expression analysis of miRNA targets responsive to dark-induced senescence provided molecular evidence for the potential involvement of certain miRNAs in dark-induced senescence. Together, the identification of miRNAs and their targets responsive to dark-induced senescence could help to uncover the molecular mechanisms of dark-induced leaf senescence.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* (Heyn.) ecotype Columbia (Col-0) seeds were surface sterilized and cold-treated for 3 d at 4 °C. They were then planted in soil and grown ~4 weeks in a controlled environment growth chamber with a long-day photoperiod (16 h light/8 h dark), irradiance of 250 mmol m^−2^ s^−1^, relative humidity of 55 % and a day/night temperature of 22 °C.

### Dark induction of senescence (IDLs and DPs treatment)

Leaf senescence was induced in *Arabidopsis* according to the experimental design of Keech et al. [14] (Fig. 1). Leaves in 28 plants from the 6th to 10th rosettes were covered by a black plastic bag and aluminum foil to reduce heat, whereas the rest of the plant remained in light, i.e. IDLs attached to whole plants*.* Leaves were darkened for 2, 4 or 6 d.

**Fig. 1:**
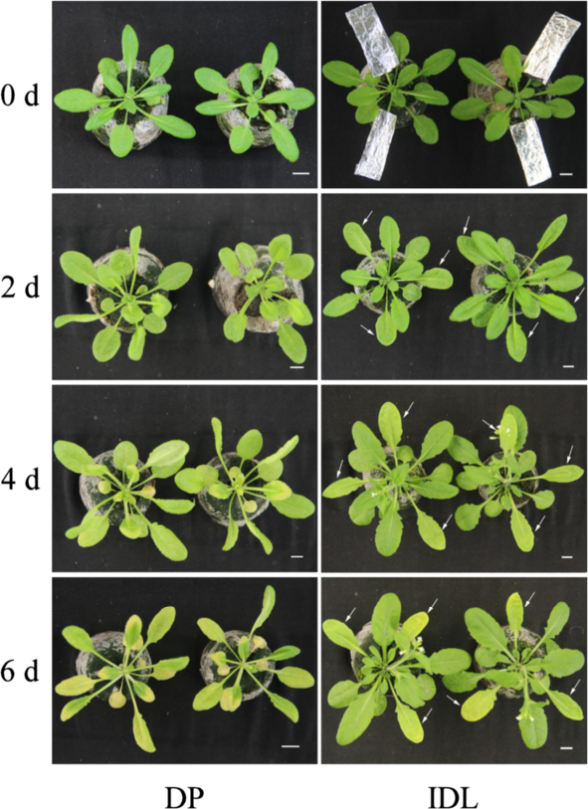
Experimental system and dark-induced senescence phenotype of leaves. Leaves from the 6th to 12th rosettes of plants were induced to senesce by dark-treatment for 2, 4 or 6 d. 0 d before treatment represents WT. For DP, the entire plant was maintained in constant dark. For IDL, the leaves on the rest of the plant remained in the light. White arrows indicate the covered leaves

In every biological repeats, 28 plants in pots were covered by a black plastic box ventilated from below to allow gas exchange, but still keeping the plants fully darkened, i.e. DPs. Plants were darkened for 2, 4 or 6 d in the same climate chambers as the IDLs treatment. And leaves from the 6th to 10th rosettes without any dark treatment (16 h light/8 h dark, 250 mmol m^−2^ s^−1^) were collected as a control (WT, i.e. DP/IDL-0 d in Fig. 1).

### Chlorophyll (Chl) content determination

The procedure was carried out at 4 °C and dark. A leaf sample (0.25 g) was mashed in a mortar and pestle with 5 ml 80 % acetone (v/v), the extract was filtered through two layers of nylon and added to 25 ml with 80 % acetone. Then it was centrifuged in sealed tubes at 15,000 × g for 5 min. The supernatant was collected and read at 663 and 645 nm for Chl a and Chl b, respectively. The concentrations for Chl were calculated according to the equations of Arnon [27].

### Total RNA and small RNA isolation

Total RNA was extracted using the Trizol reagent (Invitrogen, USA) according to the manufacturer’s protocol. Total RNA quantity and purity were assayed with the NanoDrop ND-1000 spectrophotometer (NanoDrop, USA) at 260/280 nm (ratio > 2.0). Small RNA fractions of 10–40 nucleotides were isolated from the total RNA pool with a Novex 15 % TBE-Urea gel (Invitrogen, USA).

### μParaflo™ MiRNA microarray assay

Microarray assay was performed using a service provider (LC Sciences). Firstly, 4–8 μg total RNA sample were 3’-extended with a poly(A) tail using poly(A) polymerase. An oligonucleotide tag was then ligated to the poly(A) tail for later fluorescent dye staining. Hybridization was performed overnight on a μParaflo microfluidic chip using a micro-circulation pump (A tactic Technologies) [28, 29]. On the microfluidic chip, each detection probe consisted of a chemically modified nucleotide coding segment complementary to target miRNA (from miRBase, http://www.mirbase.org/) or other RNA (control or customer defined sequences) and a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The detection probes were made by *in situ* synthesis using photo generated reagent (PGR) chemistry. The hybridization melting temperature was balanced by chemical modifications of the detection probes. After RNA hybridization, tag-conjugating Cy3 dye was circulated through the microfluidic chip for dye staining. Fluorescence images were collected using a GenePix 4000B laser scanner (Molecular Device, USA) and digitized using Array-Pro image analysis software (Media Cybernetics). Data were analysed by normalizing the signals using a LOWESS filter after subtracting the background (locally weighted regression) [30].

### Real-time quantitative PCR

The expression of eight selected miRNAs was assayed in DP, IDL and wild-type *Arabidopsis thaliana* (Col-0) by Platinum SYBR Green based qPCR (Invitrogen, 11733–038) with the High-Specificity miRNA QuantiMir RT Kit (RA610A-1, System Biosciences) on ABI 7900. The primers of eight selected miRNAs and internal control gene (UBQ6-1) are available in Additional file 2: Table S1.

The expression of 12 selected genes, such as WRKY22, WRKY53, SAG12, SAG20, was assayed in seven samples by SYBR®Green Real time PCR (TOYOBO, Japan) with the SYBR®Green Realtime PCR MasterMix kit (TOYOBO, Japan) on Eppendorf realplex^4^. The primers of 10 genes and one internal control gene (ACT2, AT3G18780) are available in Additional file 2: Table S1.

### Gene ontology (GO) and pathway analysis

We performed GO analysis on target genes of miRNAs (*P* < 0.01) with differential expression based on the GO database (http://www.geneontology.org/). Pathway analysis was also performed on target genes of the differentially expressed miRNAs based on the KEGG database (http://www.genome.jp/kegg/). Using a *P*-value of <0.5, we determined the enriched pathways.

## Results

### Phenotype and Chl content analysis in the DPs and IDLs in *Arabidopsis*

Upon dark treatment for 2 d, no increase in yellowing was observed in either DPs or IDLs, although leaves began to lose pigment. After dark treatment for 4 d, some older leaves of the DPs showed increased yellowing, whereas IDLs were still pale green with no visible yellowing. At day 6, almost all leaves were yellowing, long and thin in DPs, whereas only some of the treated IDLs showed yellowing (Fig. 1).

Figure 2 showed that DP/IDL leaves have different Chl content compared with Control (Fig. 2). It was 1.48 mg g^−1^ FW of Chl in Control before treatment. After dark treatment for 2 d, Chl content of DP and IDL leaves is 1.02 and 0.89 mg g^−1^ FW, respectively. At 4 d, DP and IDL leaves decreased to 0.82 and 0.74 mg g^−1^ FW. Moreover, DP and IDL leaves contained around 0.32 and 0.44 mg g^−1^ FW, respectively, after 6 d corresponding treatment.

**Fig. 2:**
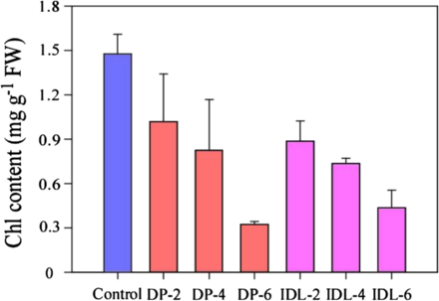
Chlorophyll content change in the control, DP and IDL of *Arabidopsis* leaves. Chl content was detected in leaves with DP/IDL treatment for 0, 2, 4 or 6 d. Error bars indicate SD obtained from four biological repeats

### Microarray analysis of miRNAs expression in the DPs and IDLs in *Arabidopsis*

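Total RNA from rosette leaves of *Arabidopsis* was hybridized to microfluidic chips whose detection probes are complementary to miRNAs or to control RNAs. Before hybridization the RNA received a poly(A) tail and a tag that was stained with Cy3, and the fluorescence of each spot was read with a laser scanner. In DPs the whole plant was kept in darkness, whereas in IDLs single leaves were darkened and the rest of the plant stayed in the light. There were 7 arrays, the control and the samples after 2, 4 and 6 d of DP and of IDL, with 1 array per condition and therefore no replicates. Of the spots on each array, 3240 belonged to 270 miRNA probes with 12 repeat spots each, 436 were empty, 268 were spike-in control spots and 24 were spots for 5S rRNA. The authors deposited the scanner's median intensity of every spot, without background correction or normalization, and a table with a single linear value for each miRNA on each array, which the paper's methods describe as background-subtracted and LOWESS-normalized. The scanner intensities were used here. The background of an array was a smooth surface through its empty spots, whose median intensity was lowest in IDL-6 (69.9) and highest in DP-4 (103). Intensities were background-corrected with the normexp method of limma (offset 50), converted to log2, averaged over the repeat spots and normalized between arrays by cyclic loess. A probe was called above background on an array when at least 50% of its spots exceeded the background by more than 3 background SDs. Tests covered the 136 probes above background on at least 1 array, and 80 of them were above background on all 7. Signals are linear intensities after these steps with the offset taken off, given ± SD over the 12 spots. Log2 ratios are differences of the log2 values, which contain the offset, so that they are closer to 0 than ratios of the signals, most of all for dim miRNAs. This SD reflects variation within a chip and not between plants, and the number of arrays limits the precision of every comparison.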

To examine differential expression of miRNAs in *Arabidopsis* between the pre-treated and treated leaves (DPs and IDLs), miRNA microarray analysis was performed to detect the global expression of miRNAs in the DPs and IDLs. Transcript data were statistically significant but had low signals (*P* < 0.01, signal intensity > 0), based on the *Z*-values of the log2 data (data not shown), which were averaged from the two color reversal hybridization experiments (Fig. 3). 

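The log2 intensities of the repeat spots of each probe were compared among the 7 arrays by an analysis of variance. Its repeats are spots on the same array, so it measures differences between arrays and not between plants. Of the 136 probes above background, 98 had a P under 0.01, and 40 of these also had a signal above 500 on at least 1 array. When all 270 miRNA probes were included, 101 had a P under 0.01. Among the other background corrections and normalizations, scaling by the 75th percentile in place of cyclic loess moved the count most, to 132. Testing only probes with a signal above 500 left the same 40 as the limit on the signal. A Kruskal-Wallis test on the same spots gave 123 probes, of which 46 had a signal above 500. The paper's text does not name the test behind its P. All 7 arrays were stained with Cy3 alone.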

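For each of the 136 probes, limma fitted a straight line over the days in darkness, with the control at 0 d and the DP and IDL arrays at 2, 4 and 6 d. The slope passed an adjusted p of 0.05 (Benjamini-Hochberg) for 26 probes, 14 rising and 12 falling, with a smallest adjusted p of 0.00496. An unadjusted p under 0.05 was found for 46 probes, where chance alone gives 6.8. In a second model the DP and IDL arrays of a day were compared as a pair with the control, so that any difference between DP and IDL counted as error. After 6 d, 13 probes differed from the control, 7 higher and 6 lower (smallest adjusted p = 0.0309, 34 probes at an unadjusted p under 0.05). After 2 d limma called 0 probes, with 12 at an unadjusted p under 0.05 (smallest adjusted p = 0.280), and after 4 d it called 0, with 17 at an unadjusted p under 0.05 (smallest adjusted p = 0.117). When limma's prior variance was allowed to follow the intensity, it called 0 probes after 2 d and 3 after 4 d (miR172b-5p, miR5642a and miR5649a, named after their values were seen). Quantile normalization moved the count after 4 d most, to 9, of which 3 were higher and 6 lower. Both counts of changed probes moved most when the arrays were not normalized to each other, to 1 probe (miR5642a) with a trend and 0 after 6 d. Without the IDL-6 array the trend was called for 1 probe (miR171a) and the change after 6 d for 0. The counts rested on other arrays too, since without DP-6 they were 9 and 2, without DP-2 14 and 0, and without IDL-2 14 and 0. The control was not decisive for the trend, which was called for 26 probes without it, 19 of them also called with it. Of the 44 miRNAs of Table S2, 19 had a trend past the threshold when adjusted over all probes and 19 when adjusted over the list alone. For the change after 6 d these counts were 10 over all probes and 12 adjusted over the list alone. The counts over the list are not independent evidence, because the study chose the list on these arrays. In the comparison of repeat spots, 42 of the 44 had a P under 0.01, all but miR167c and miR319c, and 37 also had a signal above 500. The 3 miRNAs past both limits and outside the list were miR158a, miR168a and miR854a, named after their values were seen.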

We found that expression levels of 44 miRNAs significantly changed in DPs and IDLs (*P* < 0.01, signal intensity >500, Additional file 2: Table S2). 

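The direction of change was tallied for the 46 miRNAs with a signal above 500 on at least 1 array. Between the 6 d samples, 38 of them moved the same way from the control in DP-6 and IDL-6, 22 higher and 16 lower. Across all 6 darkened arrays, miR157a, miR157d and miR172e were higher than the control on every array, and miR159c, miR161.1, miR164a, miR164c, miR171a, miR173-5p and miR5642a were lower on every array. All 6 ratios refer to the same control array, so a control value that is low or high by itself gives the same sign on all 6. The tally alone is therefore no evidence of a change with darkness. This tally also depended on the processing. The log2 ratio of miR157d in IDL-4 was 0.004 and changed sign under 5 other settings, plain background subtraction and the authors' deposited table included. That of miR161.1 in DP-2 was -0.02 and also changed sign under 5. Of the miRNAs listed, only miR164a, miR164c, miR171a and miR5642a kept their sign on every darkened array under all other settings. With scaling by the 75th percentile, 43 moved the same way at 6 d, 0 were higher on all 6 arrays and 17 were lower, and with no normalization between arrays 27 moved the same way. The mean log2 ratio of miR157a at 6 d changed sign under the former, and that of miR157d under both and under quantile normalization.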

The miRNA expression profiling revealed similar chaotic expression patterns in DP and IDL leaves, which are labelled as I and II in Fig. 3. Group I exhibited different up/down-regulation in DPs and IDLs compared with pre-treatment. 

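DPs and IDLs were compared with limma over the 3 days, with the day as a block, which leaves 2 residual degrees of freedom. None of the 136 probes passed an adjusted p of 0.05 (0 called, smallest adjusted p = 0.05005, just above the limit), while 33 had an unadjusted p under 0.05. With a prior variance that follows the intensity, limma called 14, all lower in DP, the alternative to the processing that moved the count most. Leaving out DP-6 or IDL-6 gave 20 calls, 19 lower in DP. With the day as a block, the 6 d array that remains adds nothing, so both are the same fit to the arrays of 2 and 4 d. That fit has fewer than 2 residual degrees of freedom, so its count carries little weight. Of the 44 miRNAs of Table S2, 0 passed over all probes and 15 when adjusted over the list alone, 12 lower and 3 higher in DP. That list count is not independent evidence, because the study chose the list on these arrays. Among the miRNAs with a signal above 500 on at least 1 array, the 5 with the largest mean difference in the same direction on all 3 days were all lower in DP than in IDL. The log2 difference (DP minus IDL) of miR396b was -1.16 (SE 0.17, adjusted p = 0.05005), with -0.99, -1.65 and -0.83 at 2, 4 and 6 d. That of miR5020c was -1.13 (SE 0.30, adjusted p = 0.116), with -0.98, -1.99 and -0.41. miR396a, whose target differs from that of miR396b by 1 base, had -0.96 (SE 0.17, adjusted p = 0.0625). miR408 had -0.90 (SE 0.12, adjusted p = 0.05005), and miR398b, 1 base from miR398a, had -0.87 (SE 0.22, adjusted p = 0.113). Control probes with mismatches to their spike-in, relative to perfect-match partners, were also lower in DP than in IDL on each day. Their median change from the control array was -0.67, 0.40 and 0.76 in DP at 2, 4 and 6 d, against 0.02, 1.11 and 1.48 in IDL. A difference between DP and IDL and a difference in the specificity of the hybridization can therefore not be told apart here.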

Group II showed a significant decrease in down-regulation in DP and IDL leaves compared with pre-treatment. 

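Among the miRNAs with a signal above 500 on at least 1 array and the same direction in DP-6 and IDL-6, the 5 that fell most were miR5642a, miR164c, miR164a, miR171a and miR822. The log2 ratio of miR5642a to the control fell to -1.74 in DP-6 and -2.32 in IDL-6, and its mean over both was -2.03 (SE 0.28, adjusted p = 0.0309). miR164c reached -1.71 in DP-6 and -1.44 in IDL-6, with a mean of -1.58 (SE 0.20), and miR164a, whose target differs by 1 base, reached -1.61 and -1.33, with a mean of -1.47 (SE 0.22). miR171a, whose nearest neighbour on the chip is miR170 with 2 differences, had a mean of -1.42 (SE 0.19). These 3 had the same adjusted p as miR5642a. miR822 was at -0.82 in DP-6 and -0.94 in IDL-6, a mean of -0.88 (SE 0.15, adjusted p = 0.0346). The first 4 were lower on all 6 darkened arrays, whereas miR822 was higher than the control at 2 d, by 0.47 in DP-2 and 0.24 in IDL-2, the latter with the opposite sign when the arrays were not normalized. The slopes of the trend were -0.30 per day for miR5642a (SE 0.051, adjusted p = 0.0144), -0.25 for miR164c (SE 0.034, adjusted p = 0.0110), -0.24 for miR164a (SE 0.037, adjusted p = 0.0144), -0.24 for miR171a (SE 0.025, adjusted p = 0.00496) and -0.20 for miR822 (SE 0.050, adjusted p = 0.0371). The mean ratio of each of the 5 at 6 d stayed negative under all other background corrections, normalizations and spot summaries tried and in the authors' deposited table. Without normalization between arrays none of the 5 passed the threshold at 6 d (0 calls), and only miR5642a kept its trend call.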

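By the same rule, the 5 miRNAs that rose most by 6 d were miR3440b-3p, miR5020c, miR156j, miR156h and miR156i. The log2 ratio of miR3440b-3p to the control was 2.28 in DP-6 and 2.40 in IDL-6, and its trend rose by 0.45 per day (SE 0.089, adjusted p = 0.0223). miR5020c was at 1.68 in DP-6 and 2.09 in IDL-6, but at -0.81 in DP-2 and -0.29 in DP-4, and its slope of 0.38 per day did not pass the threshold (SE 0.132, adjusted p = 0.0924). miR156j was at 1.89 in DP-6 and 1.37 in IDL-6, with a slope of 0.30 (SE 0.057, adjusted p = 0.0201) and a mean at 6 d of 1.63 (SE 0.29, adjusted p = 0.0346). miR156h was at 1.43 and 1.75, with a slope of 0.34 (SE 0.089, adjusted p = 0.0371), and miR156i at 1.62 and 1.55, with a slope of 0.29 (SE 0.079, adjusted p = 0.0433). Of these 5, only miR156j passed the test at 6 d. The mean ratio of each at 6 d stayed positive under all other background corrections, normalizations and spot summaries tried. At 2 d the sign was not stable, and in DP-2 that of miR3440b-3p, miR156j and miR156i changed under quantile normalization. The targets of miR156h and miR156i each differ from that of miR156j by 1 base, so the 3 probes are not independent. The chips also carry control probes with mismatches to their spike-in. Relative to their perfect-match partners, the mismatch probes rose from the control array by a median of 0.76 in DP-6 and 1.48 in IDL-6 over 27 pairs. When this median was added to the trend model as a covariate, an alternative chosen after seeing the data, limma called 0 of the 14 rising probes, although all 14 slopes stayed positive, and 3 of the falling probes (miR164a, miR164c and miR171a). In that model 24 of the 136 probes had an unadjusted p under 0.05 for the day. For miR156h the mismatch covariate itself was called (1.04, adjusted p = 0.0142 from limma).

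**Figure D1:**
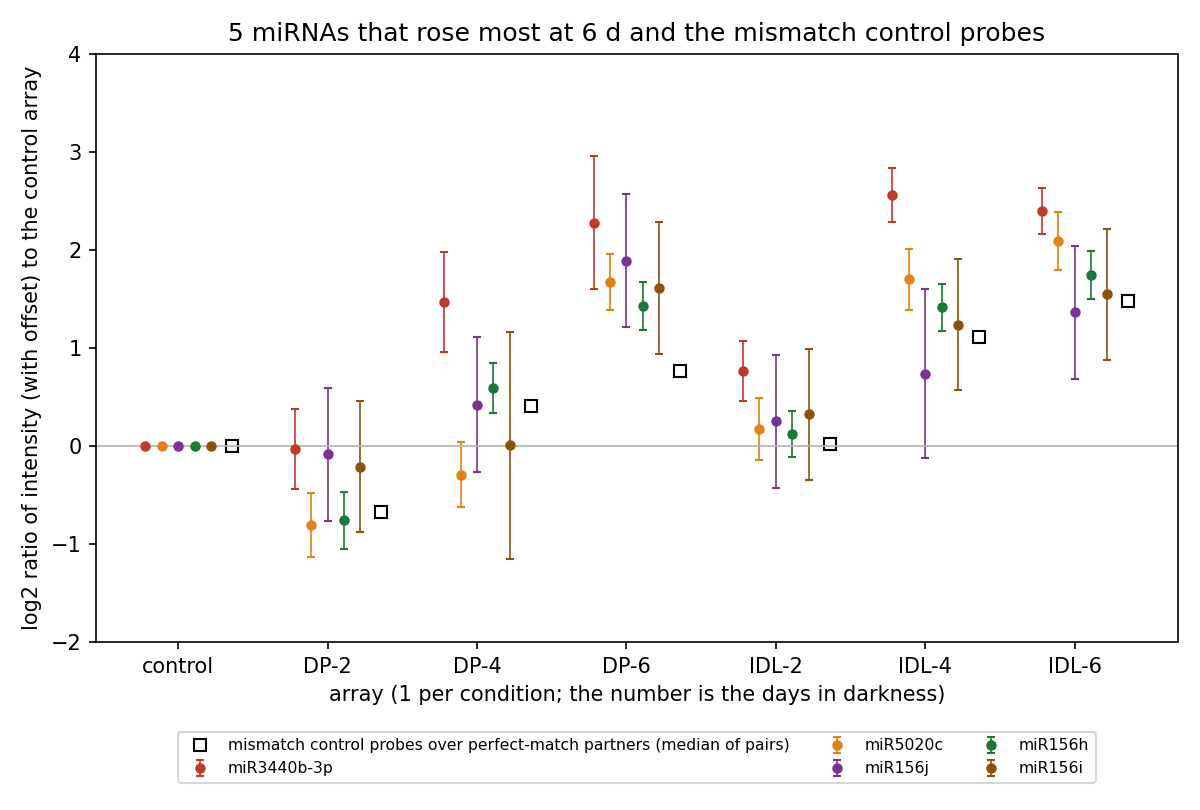
Log2 ratio of intensity, offset included, to the control (vertical axis) on each darkened array (horizontal axis) for the 5 miRNAs that rose most among those with a signal above 500, with error bars showing the SD over repeat spots, and open squares for the median change of the 27 mismatch control probes relative to their perfect-match partners. All 5 miRNAs lie at 1.37 or higher in DP-6 and IDL-6, and the squares lie at -0.67 in DP-2, 0.40 in DP-4, 0.02 in IDL-2 and 1.11 in IDL-4.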

Group III showed a significant increase in up-regulation in DPs and IDLs compared with pre-treatment. Also, group IV exhibited a similar expression pattern between DP and IDL leaves compared with pre-treatment (Fig. 3).

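The profiles of DP and IDL were compared by correlating the log2 ratios to the control across the 136 probes, which are not independent replicates. Pearson's r was 0.68 at 2 d (Spearman's rho 0.57), 0.65 at 4 d (rho 0.58) and 0.91 at 6 d (rho 0.86). The bootstrap SD over probes was 0.072, 0.087 and 0.024. Because both ratios share the control array, arrays without any change would correlate too. Simulated arrays of this kind gave a mean r of 0.50 at 2 d, 0.49 at 4 d and 0.50 at 6 d, and at most 0.86, 0.86 and 0.81. The r at 6 d exceeded all simulated values, while those at 2 and 4 d did not. With scaling by the 75th percentile or no normalization the r at 6 d was 0.77, and with plain background subtraction it was 0.84. Arrays without any change, simulated with the noise of each of these processings after the values had been seen, gave at most 0.71, 0.77 and 0.74 in the same order, so that with no normalization the r was barely above the simulated values. The same sign was found for 66.2% of the probes at 2 d, 67.6% at 4 d and 85.3% at 6 d, against 66.7%, 67.0% and 66.8% in the simulation. The change from 2 d to 6 d, in which DP and IDL share no array, gave an r of 0.88 (rho 0.80) against a simulated maximum of 0.59. It moved most with no normalization between arrays or scaling by the 75th percentile, to 0.61 in either case. Such scaling shifts each log2 array by a constant and leaves r unchanged, so these settings are the same check. The simulated noise was independent between arrays and holds no shift that arrays share. The mismatch control probes rose from 2 d to 6 d in both series, from -0.67 to 0.76 in DP and from 0.02 to 1.48 in IDL. An r above the simulation does not separate darkness from such a shift.

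**Figure D2:**
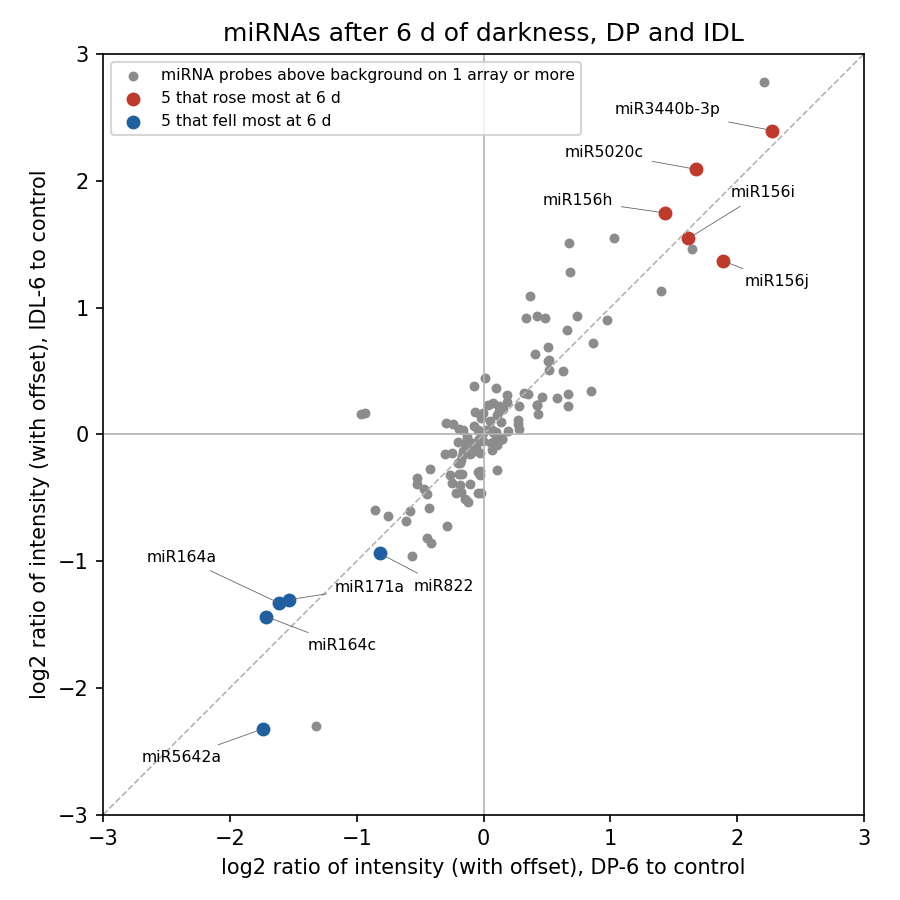
Log2 ratio of intensity, offset included, to the control in DP-6 (horizontal axis) and IDL-6 (vertical axis), with each grey point a probe above background on at least 1 array, red points the 5 miRNAs that rose most and blue points the 5 that fell most among those with a signal above 500, and a dashed line where both ratios are equal. The red points lie between 1.37 and 2.40 on both axes and the blue points between -0.82 and -2.32.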

**Fig. 3:**
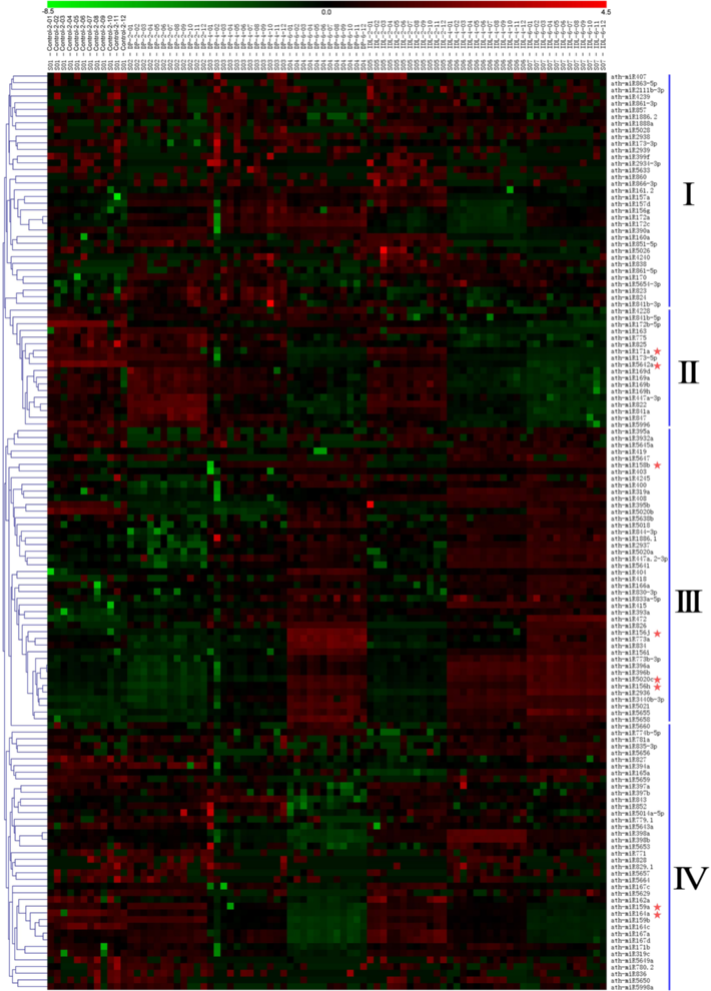
Comparison of the expression patterns of miRNAs in the control, DP and IDL of *Arabidopsis* leaves. Microarray at the *P* < 0.01 level were cluster analysed. The color scale is based on the *Z*-value of the log2 detected signal of miRNAs in samples, from green (relatively low expression) to red (relatively high expression). The heat maps presented here summarize four distinct expression patterns over the time course after dark-induced treatment or IDL treatment

### Validation of microarray-based miRNAs

Differential expression of the miRNAs in response to dark treatment was analysed for all miRNAs detected in the control, DPs (Fig. 4a) and IDLs (Fig. 4b). At 2, 4 and 6 d under dark-induced treatment, 159, 187 and 164 miRNAs were detected (signal intensity > 0), respectively. Among them, 149 miRNAs were expressed under DP, whereas 6, 31 and 10 were specifically expressed in 2, 4 and 6 d, respectively (Fig. 4a). However, this differed in IDLs (Fig. 4b). 

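A miRNA was counted as detected on an array when the mean of its background-subtracted intensity over the repeat spots was above 0. By this rule 270, 270 and 127 of the 270 miRNAs were detected in DP-2, DP-4 and DP-6, and 269 in the control. The rule turns on small differences from the empty spots. The median intensity of miRNA spots was 93.1 in DP-2 and 87.7 in DP-6, against 76.9 and 86.1 for the empty spots of the same arrays. When at least 50% of the spots had to exceed the background by 3 background SDs, 110, 92 and 88 miRNAs were detected in DP-2, DP-4 and DP-6, and 119 in the control. In the authors' deposited table every miRNA had a value above 0 on every array.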

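With a mean intensity above background as the rule, 127 miRNAs were detected in all 3 DP samples, and 0, 0 and 0 were detected only in DP-2, only in DP-4 and only in DP-6 among them. These counts of 0 follow from the 270 miRNAs detected in both DP-2 and DP-4. With the limit of 3 background SDs, the common set was 80 miRNAs, and 21, 0 and 5 were detected only in DP-2, DP-4 and DP-6. When the median over the spots had to be above 0, 123 were common and 18, 0 and 0 were found in a single DP sample.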

At 2, 4 and 6 d under IDL, 172, 166 and 159 miRNAs were detected, respectively. Among them, 150 miRNAs were expressed in all three samples, whereas 18, 6 and 3 were specifically expressed in 2, 4 and 6 d, respectively (Fig. 4b, Additional file 2: Table S3). 

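For IDLs, a mean background-subtracted intensity above 0 was found for 270 miRNAs in IDL-2, 261 in IDL-4 and 243 in IDL-6. The limit of 3 background SDs in at least 50% of the spots was passed by 103, 99 and 116 miRNAs. With the median over the spots above 0, the counts were 270, 256 and 237.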

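In all 3 IDL samples 238 miRNAs had a mean intensity above background, and 4, 0 and 0 had it only in IDL-2, IDL-4 and IDL-6. All 270 had it in IDL-2, so none could have it only in IDL-4 or IDL-6. With the limit of 3 background SDs, 92 were common to the 3 IDL samples and 4, 0 and 10 were found in a single sample. The median over the spots gave 228 common miRNAs and 5, 0 and 0 in a single sample.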

Interestingly, 149 miRNAs expressed in all three samples in Fig. 4a are the same compared with Fig. 4b and 137 miRNAs had *P* < 0.01 (data not shown). 

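The 127 miRNAs with a mean intensity above background in all 3 DP samples were also detected in all 3 IDL samples, so that 127 were common to the 6 darkened arrays. They were detected in the control as well, which leaves 127 on all 7 arrays. With the limit of 3 background SDs, all miRNAs common to the DP samples were likewise among those common to the IDL samples.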

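No miRNA was detected in all 3 IDL samples and on no other array, with 0 by a mean intensity above background, 0 by the limit of 3 background SDs, 0 by the median over the spots and 0 in the authors' deposited table. Of these rules only the limit of 3 background SDs could have found any, since the others detected all 270 miRNAs in DP-2. miR1886.1 (target UGAGAGAAGUGAGAUGAAAUC) exceeded the background by 3 background SDs in at least 50% of its spots on all 7 arrays, the control and the 3 DP samples included.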

Only ath-miR1886.1 is specifically expressed in 2, 4 and 6 d IDL (Additional file 2: Table S3). However, the expression of ath-miR1886.1 is very low and its signal intensity is under 50 in IDLs (data not shown).

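The signal of miR1886.1 was 54.4 ± 6.78 in IDL-2, 50.5 ± 7.52 in IDL-4 and 59.9 ± 6.14 in IDL-6, against 46.7 ± 6.53 in the control. In DPs it was 43.2 ± 5.96 at 2 d, 55.8 ± 24.3 at 4 d and 55.2 ± 7.21 at 6 d. The log2 ratio to the control, which the offset draws towards 0 for so dim a miRNA, was 0.11, 0.06 and 0.18 in IDL-2, IDL-4 and IDL-6. Over the other background corrections, normalizations and spot summaries and the authors' deposited table, it lay between 0.09 and 0.56 in IDL-2, -0.28 and 0.51 in IDL-4, and -0.38 and 0.83 in IDL-6, with negative values only under scaling by the 75th percentile. Its trend over days in darkness did not pass the threshold of limma's test (adjusted p = 0.239).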

**Fig. 4:**
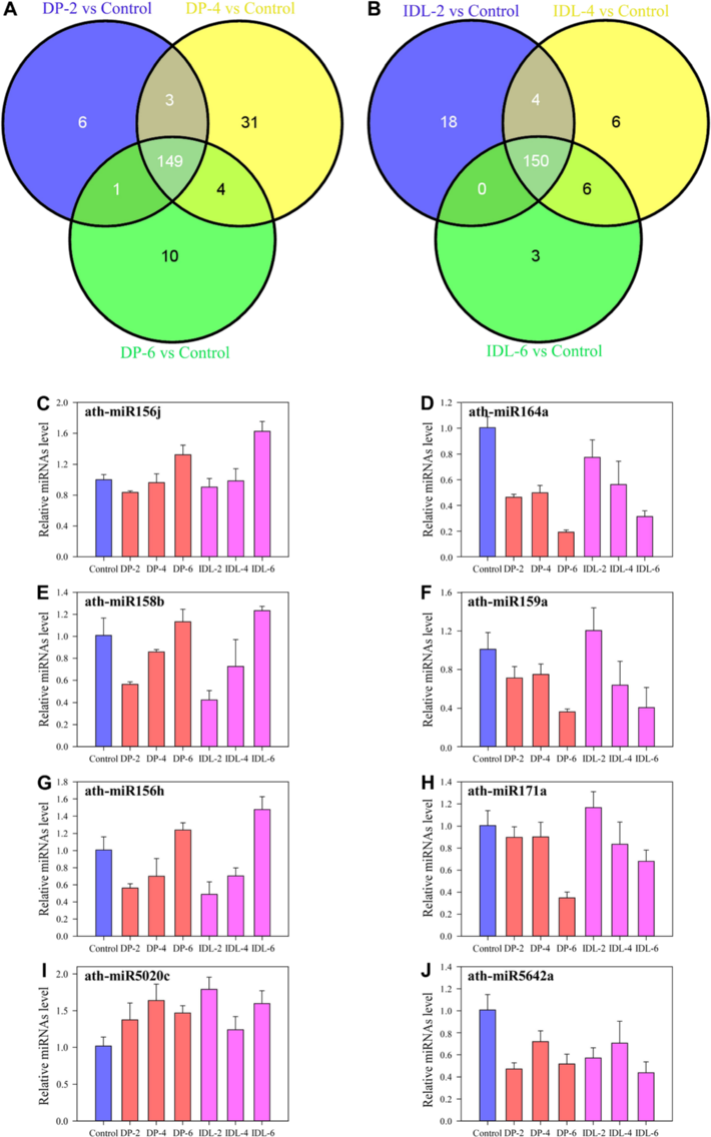
Venn diagram and real-time PCR analysis of differentially expressed miRNAs. **a** Venn diagram indicating DP and the control differentially expressed miRNAs in leaves after 2, 4 and 6d of dark-induced treatment. **b** Venn diagram indicating IDL and the control differentially expressed miRNAs in leaves after 2, 4 and 6d of individual dark-induced treatment. The number in the middle of the microarray and high-throughput sequencing circle represents miRNAs that had the same expression pattern in 2, 4 and 6d of DP (**a**) and IDL (**b**). The Venn diagram is the result with *P* < 0.01 in both experiments. **c**-**j** Quantitative analysis of eight miRNAs levels by stem-loop real-time RT-PCR in IDL and DP-induced leaves **c** miR156j, **d** miR164a, **e** miR158b, **f** miR159a, **g** miR156h, **h** miR171a, **i** miR5020c **j** miR5642a. UBQ6-1 was used as the internal control. Error bars indicate SD obtained from three biological repeats

We chose eight miRNAs with similar expression patterns in control, DP and IDL samples (shown as a red star in Fig. 3). 

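The signals of miR156j, miR164a, miR158b, miR159a, miR156h, miR171a, miR5020c and miR5642a on the arrays are given with their SD over the repeat spots. miR156j (target UGACAGAAGAGAGAGAGCAC) had a signal of 829.8 ± 240.7 in the control, 3217 ± 197 in DP-6 and 2219 ± 172 in IDL-6. miR156h (UGACAGAAGAAAGAGAGCAC) went from 668 ± 106 to 1889 ± 130 in DP-6 and 2360.3 ± 149.8 in IDL-6, after 375 ± 54.5 in DP-2. miR5020c (UGGCAUGGAAGAAGGUGAGAC) had 210.1 ± 36.8 in the control, 98.7 ± 23.7 in DP-2, 781 ± 94.0 in DP-6 and 1058 ± 137 in IDL-6. Its target differs from that of miR5020b by 3 bases. miR158b (CCCCAAAUGUAGACAAAGCA) rose from 2106 ± 374 to 4177 ± 263 in DP-6 and 3969.7 ± 167 in IDL-6, after 1419 ± 265 in DP-2 and 1582 ± 145 in IDL-2. The slope of miR158b was 0.23 per day (SE 0.062, adjusted p = 0.0433), and it lost this call under quantile normalization, scaling by the 75th percentile, no normalization, the median over spots and a test of all probes. Its target differs by 1 base from that of miR158a, whose signal in the control was 7323. miR164a (UGGAGAAGCAGGGCACGUGCA) fell from 1064 ± 358 in the control to 315 ± 31.9 in DP-6 and 393 ± 19.2 in IDL-6. miR171a (UGAUUGAGCCGCGCCAAUAUC) fell from 1493 ± 181 to 483 ± 24.5 and 575 ± 38.4, and miR5642a (UCUCGCGCUUGUACGGCUUU) from 519 ± 63.7 to 121 ± 10.5 and 63.8 ± 9.07. miR159a (UUUGGAUUGAAGGGAGCUCUA) had 7573 ± 808 in the control, 5054 ± 438 in DP-6 and 4969.9 ± 293 in IDL-6, and its slope was -0.11 per day (SE 0.022, adjusted p = 0.0201). Its target differs by 1 base from that of miR159b, which had a signal of 8099 in the control. After 6 d all 8 had moved in the same direction in DP and IDL, and the mean direction of each stayed under all other background corrections, normalizations and spot summaries tried. At 2 d in IDL the sign of miR156j, miR156h and miR5020c changed when the arrays were not normalized. miR159a had not clearly fallen at 2 d, with a log2 ratio of 0.10 in DP-2 and -0.10 in IDL-2. Its sign in IDL-2 changed with plain background subtraction, scaling by the 75th percentile and the median over spots.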

The microarray analysis of the eight miRNAs in response to dark treatment was shown in Additional file 1: Figure S1. The expression levels of eight selected miRNAs were tested using quantitative real-time PCR (qRT-PCR), and confirmed the differential expression data obtained from microarray analysis on the whole (Fig. 4).We found the expression patterns of eight miRNAs were approximately consistent with the microarray data (Fig. 4, Additional file 1: Figure S3). The expressions of ath-miR164a, ath-miR159a, ath-miR171a and ath-miR5642a were down-regulated in both DP and IDL samples compared with the control (Fig. 4). Also, the expression of ath-miR5020c was up-regulated in both DPs and IDLs compared with the control. However, the expression of ath-miR156j, ath-miR158b, ath-miR156h and ath-miR5020c decreased before 4 d treatment and then increased in DP-6 and IDL-6d samples compared with the control (Fig. 4). Among them, over-expression of ath-miR164a has been previously reported to repress EIN3-induced early-senescence phenotypes [23]. ORE1/NAC2 was genetically identified as a positive regulator of leaf senescence, because knockout of ORE1/NAC2 extends plant longevity in *Arabidopsis* [25], and miR164 mediates the cleavage of a group of NAC family genes, of which ORE1/NAC2 is a positive regulator of aging-induced cell death and leaf senescence [25, 31].

### Analysis of miRNA target genes during dark-induced senescence characteristics

After target gene prediction, we performed GO analysis on the predicted target genes of 137 differential miRNAs (*P* < 0.01) that changed in DP and IDL samples. We found the molecular functions of 1827 identified target genes to be involved in functions such as leaf development, gene silencing by miRNAs, response to auxin stimulus, response to salicylic acid stimulus, response to abscisic acid stimulus*, and so on* (Additional file 2: Table S4, data not shown). The results of GO analysis showed that the identified miRNAs and their targets were classified to 1584 GO terms including 867 biological processes, 174 cellular components and 543 molecular functions (Additional file 2: Table S4), and that the molecular functions of target genes were mainly focused on sequence-specific DNA binding, protein binding (Fig. 5a).

**Fig. 5:**
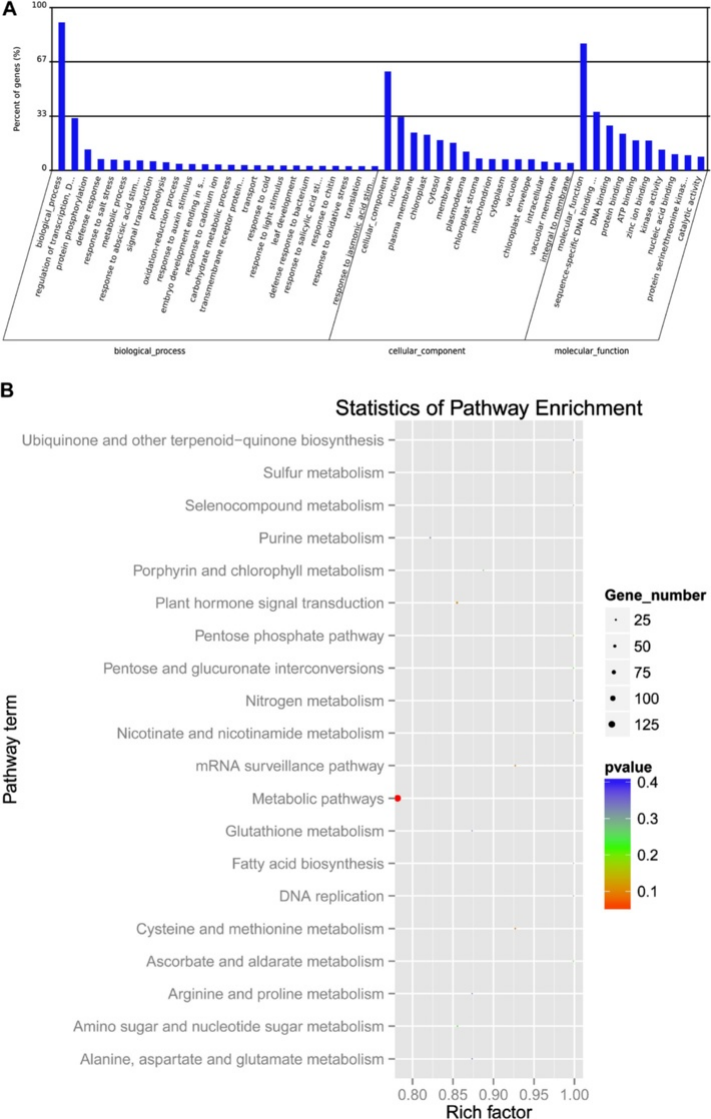
GO categories and KEGG pathway analysis for target genes of dark-induced senescence miRNAs. **a** GO categories for target genes of the miRNAs involved in biological processes, cellular components and molecular functions; **b** KEGG pathway analysis for target genes of miRNAs involved in processes such as metabolic pathways, plant hormone signal transduction, nitrogen metabolism and some biosynthesis pathways

Pathway analysis based on the KEGG pathway database was also applied on predicted target genes of the differentially expressed miRNAs. After removing redundant terms, our findings pinpointed 98 annotated KEGG pathways (Additional file 2: Table S4) for the miRNAs and were enriched in 20 KEGG pathways (Fig. 5b). The KEGG enrichment analysis for target genes of miRNAs indicated that these genes regulated processes such as metabolic pathways, plant hormone signal transduction, nitrogen metabolism and some biosynthesis pathways (Fig. 5b).

### Differential expression analysis of targets during dark-induced senescence

In *Arabidopsis*, SAG12 expression is highly associated with age-regulated senescence and not induced by several stress conditions [8]. It is believed to be a reliable marker for natural leaf senescence [8, 32]. Also, SAG20, SIRK and WRKY22 are reportedly involved in leaf senescence [33, 34]. We found that the expression of these genes increased in all of the dark-induced samples (Fig. 6). Bioinformatics predictive analysis identified *NAC1*, *At1g73440* (calmodulin-related protein), *At2g03220* (galactoside 2-α-L-fucosyltransferase), *At2g17640* (serine acetyltransferase), *At2g26950* (MYB domain protein), *At2g45160* (protein lost meristems 1), *At28690* (putative protein kinase), *At5g54810* (tryptophan synthase beta chain) as target genes of miR164a, miR5020c, miR158b, miR156j, miR159a, miR171a, miR156h and miR5642a, respectively.

**Fig. 6:**
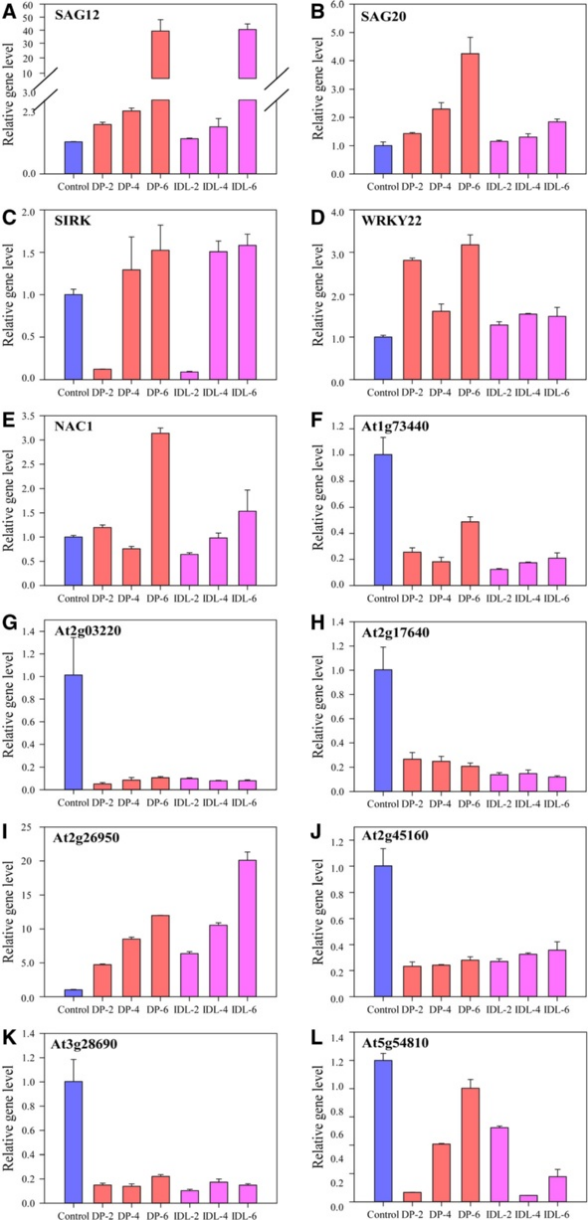
Real-time PCR analysis of differentially expressed target genes in DP and IDL *Arabidopsis* leaves. **a** SAG12, **b** SAG20, **c** SIRK, **d** WRKY22, **e** NAC1,**f** At1g73440, **g** At2g03220, **h** At2g17640, **i** At2g26950, **j** At2g45160; **k** At3g28690, **l** At5g54810. ACT2 gene was used as the internal control. Error bars indicate SD obtained from three biological repeats

To confirm the causality of the miRNA expression patterns and its target gene, we studied the expression of these genes in the control, DP and IDL samples. *NAC1* and *At2g26950* expression levels were higher in DP/IDL than in the control which correlated with lower expression of miRNA164a and miR159a. miRNA164a expression level is higher in 6-DP than that in 6-IDL. Meantime, the other gene expression levels were lower in DP/IDL than in the control, correlating with higher expression of corresponding miRNAs (Fig. 6).

## Discussion

Leaf senescence is a natural age-dependent process. It can be affected through a complex regulatory network by internal and external signals, such as darkness, extreme temperature, drought and exposure to nutrient deficiency [7, 33]. Recently, by comparing transcriptome changes of 27 different treatments that are known to promote senescence, it was reported that the early pathways for the induction of senescence differ, but later converge into a shared senescence programme [35]. For many years it has been known that constant darkness can induce leaf senescence, and many studies of this phenomenon have been published [10, 13, 36, 37]. However, in almost all instances, the studies focused on either detached leaves [8, 31, 34, 38] or intact seedlings [13, 37, 39]. Little work has been done on IDLs in *Arabidopsis.* Furthermore, some reports have had somewhat contradictory conclusions, especially with regards to whether DP treatment can induce leaf senescence [13, 39, 40]. Weaver and Amasino concluded that darkness was the main factor causing senescence of individual leaves [40]. Recent studies found that more than 75 % of genes that are significantly up- or down-regulated in IDLs show the same response in natural and age-dependent senescence in *Arabidopsis.* This means that developmental senescence and dark-induced senescence programme with IDL treatment share many common pathways in *Arabidopsis* [10]. Based on these results, we used the fast, controlled and more synchronous induction of leaf senescence to mimic the developmental senescence by DPs or IDLs treatment.

Chl degradation is a visible symptom of leaf senescence, and the progress is usually detected by the amount of chlorophyll. Most reports agree that the transfer of whole plants to darkness induces chlorophyll loss in true leaves [8, 31, 41]. We found that dark-induced leaf senescence in *Arabidopsis* occurs more slowly in DPs relative to IDLs (Figs. 1 and 2). After dark treatment for 6d, both the Chl content of DP and IDL decreased to only ~25 % of the Control before treatment (Fig. 2). But, compared with the Control before treatment, WT was decrease ~10 % after 6 d growing under normal condition (Additional file 1: Figure S2). The senescence phenotype and Chl content differ to that described by others [14, 26, 37, 40], this maybe because seedlings were treated under the long-day photoperiod (16 h light/8 h dark) in our experiments, whereas in others seedlings were grown under a short-day photoperiod (8 h light/16 h dark) [14, 26]. Further, it maybe that different ecotypes result in a different phenotype [40].

A dark-induced senescence phenotype occurs more slowly than the molecular response in intact plants. With the completion of genome sequencing and the availability of several research tools, the molecular angle of dark-induced senescence in *Arabidopsis* has been thoroughly studied [26, 42, 43]. Previous studies have shown that epigenetic processes, which act as higher order regulatory switches in both developmental and stress-related induction of leaf senescence, play an important role in leaf senescence [44, 45]. Epigenetic regulated leaf senescence occurs mainly through changes in the chromatin structure, differential histone modifications, DNA methylation and small RNA binding/interaction [44–48]. Nevertheless, there are few reports of miRNA-controlled senescence [24–26, 49]. miR319 regulates leaf senescence by controlling TCP transcription factors. TCP transcription factor coordinates two sequential processes in leaf development (leaf growth) [48]. Kim *et al.* (2009) found that senescence was accelerated in the miR164 mutant [25]. They demonstrated that miR164 repressed ORE1 via cleavage of ORE1 mRNA. EIN3 and ORE1 can directly promote Chl degradation [50]. It was consistent with our data (Figs. 3 and 4). Also, ORE1 is a NAC transcription factor regulating downstream SAGs, such as SAG12 [35]. miR390 triggers the production of the trans-acting siRNA TAS3. TAS3 results in the mRNA degradation of ARF2 [49, 51]. ARF2 is a negative regulator of auxin responses, and auxin responses are involved in the timing of senescence [46, 52]. Moreover, miR-159a was found in leaf senescence of rice through genome-wide anlaysis of miRNAs [53].

Furthermore, the changes of miRNAs in dark-induced senescence in *Arabidopsis* remain unknown, especially experiments with both DP and IDL treatment. Weaver *et al.* (1998) found that in *Arabidopsis,* leaf senescence is not induced but is in fact inhibited when whole plants are placed in the darkness, whereas in contrast it is strongly accelerated when individual leaves are darkened while the rest of the plant remains in the light [8, 40]. This finding is consistent with our results in IDL but partly contradictory with the results in DP (Figs. 1, 3 and 4). In fact, in most cases , whole plants were treated with enduring darkness to induce senescence and found some SAG-related genes [8, 26]. Whether DP treatment can induce senescence is still unclear [10, 31, 40]. To resolve this, and to elucidate the molecular events in dark-induced senescence, we used microarray in DP and IDL in *Arabidopsis* to investigate the miRNAs and relative target genes.

In this study, 150 miRNAs were induced in all three DP samples and 149 miRNAs were expressed in all three IDL samples. Interestingly, 149 miRNAs were the same in both DP and IDL samples, indicating that the effects on leaf senescence of DP and IDL treatment are highly similar, and treatment of the entire plant in darkness also can induce senescence. 

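The sets of miRNAs detected in DP and in IDL overlapped on the arrays in all miRNAs of the smaller set. By a mean intensity above background, 270 of the 270 miRNAs were detected on at least 1 array, 127 of them in all 3 DP samples and 238 in all 3 IDL samples. In expression change, 116 of the 136 probes above background moved in the same direction in DP-6 and IDL-6, 57 higher and 59 lower. Both ratios refer to the same control array, and simulated arrays without any change gave the same direction for 66.8% of the probes. The simulation holds no shift of the hybridization that arrays share. The slopes over days were also compared directly, and limma found 0 probes whose slope differed between DP and IDL (smallest adjusted p = 0.197), with 17 at an unadjusted p under 0.05. From the overlap of the miRNAs detected in all 3 samples of each treatment, the paper concludes that DP and IDL have highly similar effects on leaf senescence, and that darkness of the entire plant can also induce senescence.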

Meantime, although the change tendency is similar, it has some difference between DP and IDL treatment, such as expression of miRNA159 in IDLs is more higher than that in DP samples, and so on (Fig. 6). Among the 149 senescence-related miRNAs, expression levels of 44 miRNAs were significantly altered in DPs and IDLs (Additional file 2: Table S3). Of these, six have been previously identified as being involved in senescence: miR319a, 319c, miR-159a, miR164a, miR164c and miR390a [25, 35, 46, 48, 49, 53]. Furthermore, we found that miR408 and miR396a are involved in leaf senescence (Additional file 2: Table S3), it was consistent with Thatcher’s deep sequence results [54]. 

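On the arrays, miR319a (target UUGGACUGAAGGGAGCUCCCU) had a signal of 1450.0 ± 484 in the control, 1373 ± 129.6 in DP-6 and 1904 ± 234 in IDL-6. Its trend of 0.06 per day did not pass limma's test (SE 0.059, adjusted p = 0.483), and its mean ratio at 6 d of 0.15 changed sign under quantile normalization, scaling by the 75th percentile and no normalization. The target of miR319c (UUGGACUGAAGGGAGCUCCUU) differs from that of miR319a by 1 base. Its signal was 3191 ± 1367 in the control, 2671 ± 294 in DP-6 and 2873 ± 374 in IDL-6, and its slope was -0.05 (SE 0.031, adjusted p = 0.250). miR390a (AAGCUCAGGAGGGAUAGCGCC) was at 903 ± 194 in the control and 835 ± 27.7 and 675 ± 36.3 at 6 d, with a slope of -0.04 (SE 0.048, adjusted p = 0.556). In DP-6 its ratio of -0.11 changed sign with plain background subtraction and in the authors' deposited table. The other 3 passed the test of the trend, all falling. miR164a and miR164c had log2 ratios of -0.55 and -0.61 in DP-2 and of -0.85 and -0.92 in DP-4, and miR159a was at -0.58 in DP-6 and -0.60 in IDL-6. The target of miR159c lies within 3 differences of those of miR319a and miR319c. Without normalization between arrays 0 of the 6 had a trend past the threshold.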

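The signal of miR408 (target AUGCACUGCCUCUUCCCUGGC) was 368 ± 89.5 in the control and 677 ± 43.4, 874 ± 25.2 and 841 ± 39.8 in IDL-2, IDL-4 and IDL-6. In DPs it was 377 ± 27.3, 351 ± 121 and 489.9 ± 32.9 at 2, 4 and 6 d. The log2 ratio of 0.37 in DP-6 changed sign with scaling by the 75th percentile and with no normalization. The slope of miR408, common to DP and IDL, was 0.11 per day (SE 0.081, adjusted p = 0.374 from limma). miR396a (UUCCACAGCUUUCUUGAACUG) had a signal of 1589 ± 279.6 in the control, 4223 ± 264 in IDL-4 and 3927 ± 268 in IDL-6, but 865 ± 169 in DP-2 and 2575 ± 236 in DP-6. Its slope was 0.24 (SE 0.105, adjusted p = 0.165), and its ratio of 0.68 in DP-6 changed sign with no normalization. Over the repeat spots both differed between the arrays, with P = 7.83e-23 for miR408 and P = 2.41e-35 for miR396a (analysis of variance, n = 12 spots on each array), which covers variation within the chips only.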

We selected eight miRNAs from these 44 miRNAs to confirm the microarray data using qRT-PCR (Fig. 4) (miR164a, miR5020c, miR158b, miR156j, miR159a, miR171a, miR156h and miR5642a). miR164a is down-regulated in both DP and IDL leaves. It was shown that our data is consistent with age-associated leaf senescence in *Arabidopsis* [25]. The other 7 miRNAs, which were newly identified with qRT-PCR, were likely candidates involved in dark-induced senescence (Fig. 4).

Other studies have used microarray analysis to identify a large group of genes that show transcript level differences in response to dark treatment in *Arabidopsis* [13, 26]. Much research suggests that the leaf expression of a relatively large number of SAGs, such as SAG12, SAG20, SIRK, WRKY22 and NAC, are induced in response to darkness [8, 32, 33, 40, 43]. NAC is reportedly regulated by miR164 [3]. And miR159 was reported to determine leaf structure by targeting MYB [55]. We found these genes up-regulated in both DPs and IDLs, with the exception of SIRK which is down-regulated 2 d after treatment in DPs and IDLs (Fig. 6). This finding highlights that DP or IDL treatment can mimic age-associated senescence. Target predictions for the miRNAs covered in this study suggested the regulation of senescence processes, including leaf development, gene silencing by miRNA, and response to auxin stimulus (Fig. 5). We predicted the target gene of the remaining seven miRNAs selected in Fig. 4 and detected the expression of these genes (Fig. 6). Liu *et al.* (2011) have generated a leaf senescence database (LSD, http://www.eplantsenescence.org/) [56]. It comprises 1145 SAGs from 21 plant species. Li *et al*. (2012) also developed accurate database of genes potentially associated with leaf senescence in *Arabidopsis* [4]. Among the predicted target genes, we found that *At3g28690*, *At2g17640* and *At2g45160* are found in the LSD, which are target genes of miR-156h, miR-156j and miR-171a, respectively*. At1g73440*, *At2g03220*, *At5g54810* were not in the LSD, which were corresponding to the target genes of miR-5020c, miR-158b and miR-5642a, respectively. Target genes regulated by other 30 miRNAs in Additional file 2: Table S3, such as miR-158a, miR162a, miR166a, miR5021, miR171a, were involved in negative regulation of cell growth, growth rate, abscisic acid signaling pathway and light-harvesting complex II. These target genes were likely associated with leaf senescence. These miRNAs and target genes have not been published before. Our future studies will focus on the relationship between these miRNAs/target genes with leaf senescence.

## Conclusions

miRNAs responsive to dark-induced senescence were identified with the miRNA microarray. Furthermore, additional miRNA targets were predicted using bioinformatic approaches. 

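The number of miRNAs whose intensity, offset included, changed by at least 2 times was counted on each array for the 46 with a signal above 500. In DPs, 0 were higher and 2 lower than the control at 2 d, 1 higher and 2 lower at 4 d, and 7 higher and 4 lower at 6 d. In IDLs, 0 were higher and 2 lower at 2 d, 10 higher and 1 lower at 4 d, and 10 higher and 4 lower at 6 d. The median absolute log2 ratio grew from 0.23 in DP-2 to 0.47 in DP-6 and from 0.24 in IDL-2 to 0.54 in IDL-6. With plain background subtraction, which adds no offset, 12 miRNAs in DP-6 and 16 in IDL-6 changed by at least 2 times in either direction, against 11 and 14. With scaling by the 75th percentile these were 16 and 12, and with no normalization between arrays 17 and 15, so that which of the 2 arrays had more depended on the processing. These are single arrays, and no test was applied to the counts.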

A large number of miRNAs were induced or suppressed upon dark-induced senescence, showing miRNAs play an important role in leaf senescence. We can exclude some new miRNAs which regulate leaf senescence under IDL or DP treatment. Also we can identify likely target genes, which may have negative or positive effects on the dark-induced leaf senescence. This study further expands on the existing knowledge of the roles of miRNAs in dark-induced leaf senescence and provides a number of new miRNAs to explore in the future.

## Availability of supporting data

The data set supporting the results of this article is available in the NCBI GEO (Gene expression omnibus, http://www.ncbi.nlm.nih.gov/geo/) repository under the accession number of GSE74376.

## Additional files

Additional file 1: Figure S1. Analysis of differentially expressed miRNAs according the microarray platform in IDL and DP-induced leaves. (A) miR156j; (B) miR164a; (C) miR158b; (D) miR159a; (E) miR156h; (F) miR171a; (G) miR5020c; (H) miR5642a. Error bars indicate SD obtained from three biological repeats. (DOC 224 kb) Additional file 2:
**In this additional table, it includes 4 sub-tables. **All the annotations of the tables are followings, also in the additional table. **Table S1.** Quantitative RT-PCR Primer sequences. **Table S2.** miRNAs change after darkened treatment (p < 0.01, Signal insensity > 500). **Table S3.** Common miRNAs change during darkness treatment (Signal insensity > 500). **Table S4.** Dark-induced senescence miRNAs, miRNA targets, GO terms and KEGG pathways in DP/IDL *Arabidopsis* leaves.

# Supplementary material for: Identification of miRNAs associated with dark-induced senescence in Arabidopsis
**Source:** BMC Plant Biol. 2015 Nov 4;15:266. doi: 10.1186/s12870-015-0656-5
**Supplement:** Additional file 1: Figure S1. — Analysis of differentially expressed miRNAs according the microarray platform in IDL and DP-induced leaves. (A) miR156j; (B) miR164a; (C) miR158b; (D) miR159a; (E) miR156h; (F) miR171a; (G) miR5020c; (H) miR5642a. Error bars indicate SD obtained from three biological repeats.

**Additional file 1:**

**
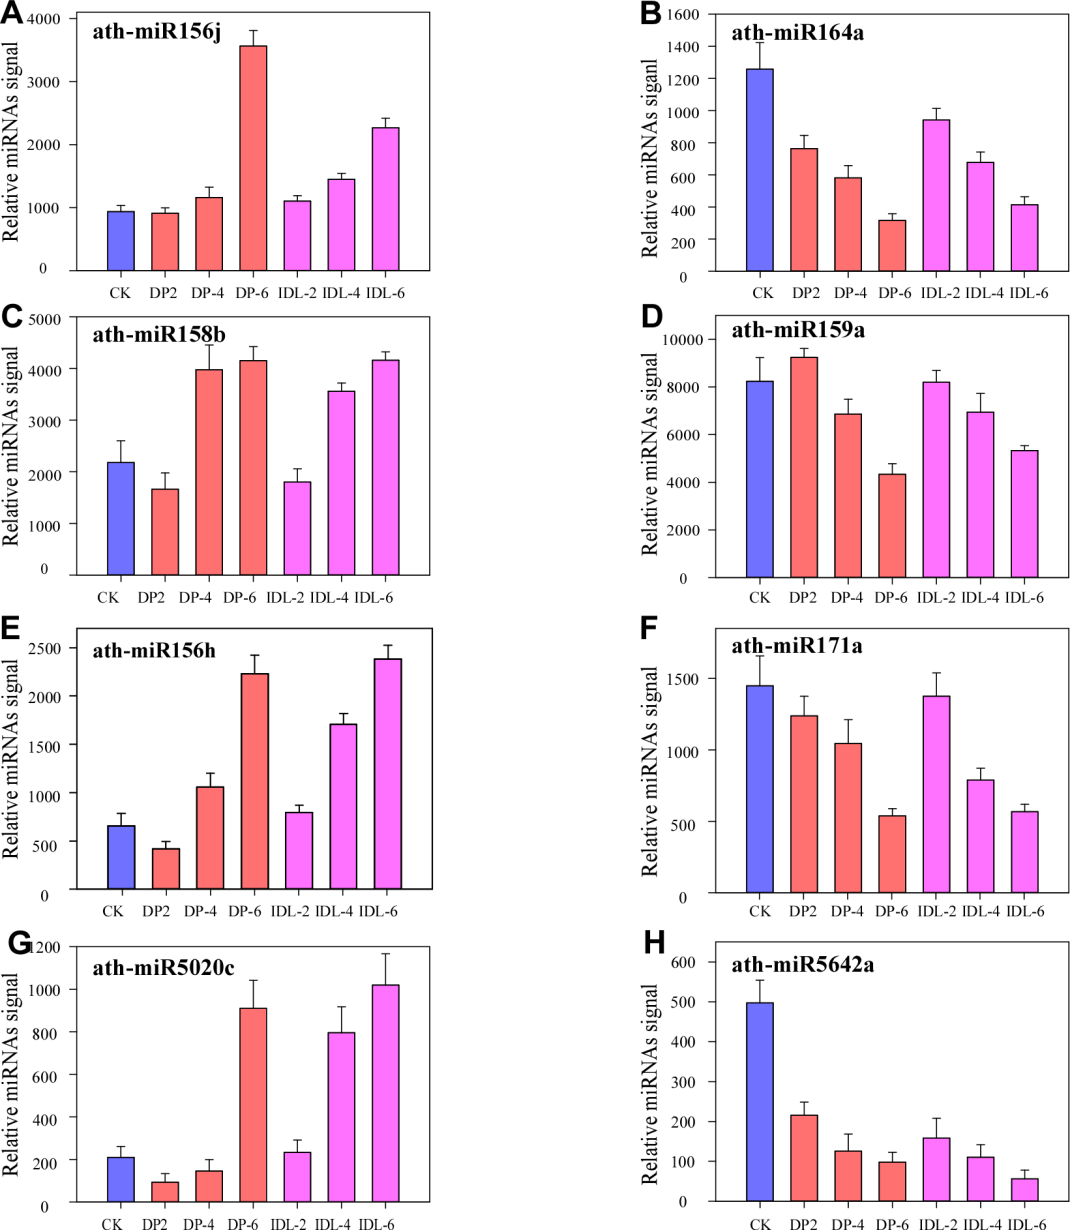
**

**Figure S1.** Analysis of differentically expressed miRNAs according the microarray platform in IDL and DP-induced leaves. (A) miR156j; (B) miR164a; (C) miR158b; (D) miR159a; (E) miR156h; (F) miR171a; (G) miR5020c; (H) miR5642a. Error bars indicate SD obtained from threebiological repeats.

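On the deposited arrays each condition has a single array, and the repeats of a probe are spots on that array. As percentages of the mean, the SDs that Table S2 gives for its 44 miRNAs had a rank correlation of 0.909 with the SDs over the repeat spots computed here. It was taken across 308 means that are not independent of each other. Within single arrays it lay between 0.80 (IDL-2) and 0.99 (control). A percentage that falls as the signal grows would add to it. On the control array the SDs in Table S2 and over spots were 234 and 241 for miR156j, 355 and 358 for miR164a, and 804 and 808 for miR159a. In DP-4 those of miR164a lay farther apart, at 63 and 28.0. These values argue for repeat spots as a source of the SDs of Table S2, without settling it. The median SD in Table S2 was 8.99% of the mean, and that over the spots was 8.82% of the signal. The plant-to-plant variation behind these signals was not analysed here.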

# Supplementary material for: Identification of miRNAs associated with dark-induced senescence in Arabidopsis
**Source:** BMC Plant Biol. 2015 Nov 4;15:266. doi: 10.1186/s12870-015-0656-5
**Supplement:** Additional file 2: — In this additional table, it includes 4 sub-tables. All the annotations of the tables are followings, also in the additional table. Table S1. Quantitative RT-PCR Primer sequences. Table S2. miRNAs change after darkened treatment (p < 0.01, Signal insensity > 500). Table S3. Common miRNAs change during darkness treatment (Signal insensity > 500). Table S4. Dark-induced senescence miRNAs, miRNA targets, GO terms and KEGG pathways in DP/IDL Arabidopsis leaves.

**Additonal file 2:**

**Table S1.** Quantitative RT-PCR Primer sequences.

| Locus Name | Alias | Primers | Sequece (5’->3’) |
| --- | --- | --- | --- |
| X52527.1 | UBQ6-1 | Forward  Reverse | CCGATAAAATTGGAACGATACAG  ATTTCTCGATTTATGCGTGTCA |
| NC_016089 | ath-miR156j | Forward  Reverse | GGCGGCGTGACAGAAGAGA  CAGTGCAGGGTCCGAGGTAT |
| AT1G55591 | ath-miR158b | Forward  Reverse | GGTCCCCAAATGTAGACAAAGC  CAGTGCAGGGTCCGAGGTAT |
| AT1G73687 | ath-miR159a | Forward  Reverse | GGCGGTTTGGATTGAAGG  CAGTGCAGGGTCCGAGGTAT |
| AT2G47585 | ath-miR164a | Forward  Reverse | CGGCGTGGAGAAGCAGG  CAGTGCAGGGTCCGAGGTAT |
| AT3G51375 | ath-miR171a | Forward  Reverse | CAGCAGTGATTGAGCCGC  CAGTGCAGGGTCCGAGGTA |
|  | ath-miR5642a | Forward  Reverse | GGAGGATCTCGCGCTTGTA  CAGTGCAGGGTCCGAGGTAT |
| AT5G55835 | ath-miR156h | Forward  Reverse | GGCGGTGACAGAAGAAAGAGAG  CAGTGCAGGGTCCGAGGTAT |
|  | ath-miR5020c | Forward  Reverse | CGGTGGCATGGAAGAAGGT  CAGTGCAGGGTCCGAGGTAT |
| AT4G23810 | WRKY53 | Forward  Reverse | GATCACAAGAACACCACCATTAGCC  AAAGTTGTGTCAATCTCGACCGTTG |
| AT3G10985 | SAG20 | Forward  Reverse | TCGGTAACGTTGTTGCTGGA  ACCAAACTCTTTCAAATCGCCA |
| AT3G18780 | ACT2 | Forward  Reverse | TGTGCCAATCTACGAGGGTTT  TTTCCCGCTCTGCTGTTGT |
| AT5G45890 | SAG12 | Forward  Reverse | TCCAATTCTATTCGTCTGGTGTGT  CCACTTTCTCCCCATTTTGTTC |
| AT1G17290 | 156h | Forward  Reverse | TTCTGCTCCTTCCGATTCTT  TCTCCACGGACAGCATACTC |
| AT1G27360 | 156h | Forward  Reverse | CCATATCGTGAATGGACTGC  ACATGATCAAATGCTCCCAA |
| AF486619  (At2g19190) | SIRK | Forward  Reverse | AGCAGCTCAATTAAGTAAATGGCG  CCCGCAATCTATACTTATGAAACCA |
| AT4G01250 | WRKY22 | Forward  Reverse | CGACAAAGTAATGCCGTCTCC  CGTTTCTGGTTCTGTGGCTTT |
| AT1G56010 | AtNAC1 | Forward  Reverse | TGGGAGGGAAGGATTGGTATT  GCCCCGTCGCGTATTTT |
| AT3G28690 | 156h | Forward  Reverse | CGATCAAAGGTGCTCAGAAA  GGCTTCCACAACTTCACTCA |
| AT2G17640 | 156j | Forward  Reverse | GCTGCAGGTTCACTTGTGTT  GCTAGAGACGGGTCTTGCTC |
| AT2G03220 | 158b | Forward  Reverse | CTTTCACCAACACCCATCTG  GGCGTCGAGAACTCTAGCTT |
| AT2G26950 | 159a | Forward  Reverse | AGAACTTGGAGCTCCCTTCA  GGCCTATCAGAGGAGACTGG |
| AT4G15530 | 159a | Forward  Reverse | TGGTTCGAACTGAGACAAGC  AACAACCAGCAATGCAACAT |
| AT4G37770 | 159a | Forward  Reverse | AGAATGCTATGGCGGATTT  GTCTCGTTAGCCGGAGTAGC |
| AT2G45160 | 171a | Forward  Reverse | CGATTTCGACGTTGGATATG  AGAAGGTGGAGGAGCAAAGA |
| AT1G73440 | 5020c | Forward  Reverse | AGTTTCCCTTGGTGAGGATG  GTCATCTGCGTCTTGCTCAT |
| AT1G03940 | 5020c | Forward  Reverse | ATCAATGTGGATTGCAGGAA  TGATACGATACCAGGAGCCA |
| AT1G12663 | 5020c | Forward  Reverse | TTCAACAACCTTCTCCACCA  GCTGATACTCTTTCCACATTCG |
| AT1G64200 | 5642a | Forward  Reverse | TTCCTCCTGCTCCTTCAGAT  AGTTTATTGCGGAAGGCAAC |
| AT5G54810 | 5642a | Forward  Reverse | GATTGGACAGTGGCAAACAC  CGACTCCAGGGTAGTCCAAT |

**Table S2.** miRNAs change after darkened treatment (signal>500, P<0.01).

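Table S2 lists a mean and an SD on each array for 44 miRNAs, 308 means in all. Its means were compared with the linear values that the authors deposited for the same arrays. Of the 308 means, 266 lay within 1% of the deposited value and 300 within 10.0%, and the largest difference was 84.8%. The signals computed here from the scanner intensities differed from the means of Table S2 by a median of 6.56%, and 217 lay within 10.0%. The means of miR5655, miR5642a, miR2936, miR395b and miR171b in the table are under 500 on all 7 arrays, with largest means in the paper's table of 453, 497, 477, 450.0 and 498. From the scanner intensities, 39 of the 44 had a signal above 500 on at least 1 array.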

|  | **Probe ID Signal value (mean±SD)** | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Reporter**  **Name** | **CK(mean±SD)** | **DP2(mean±SD)** | **DP4(mean±SD)** | **DP6(mean±SD)** | **IDL2(mean±SD)** | **IDL4(mean±SD)** | **IDL6(mean±SD)** | **P-value(P< 0.01)** |
| ath-miR167a | 9,590±301 | 10,081±206 | 9,348±1125 | 6,900±337 | 10,968±698 | 9,444±187 | 7,789±215 | 0.00E+00 |
| ath-miR167d | 9,139±430 | 9,977±209 | 9,403±762 | 6,695±307 | 10,690±653 | 9,162±170 | 7,481±428 | 0.00E+00 |
| ath-miR159b | 8,789±504 | 9,337±291 | 6,915±559 | 4,493±288 | 8,270±506 | 7,147±122 | 5,383±179 | 0.00E+00 |
| ath-miR173-5p | 7,167±321 | 7,051±165 | 5,418±1269 | 4,340±210 | 6,351±253 | 4,539±89 | 4,018±85 | 0.00E+00 |
| ath-miR5021 | 1,612±201 | 1,462±192 | 2,070±545 | 4,391±519 | 1,921±173 | 3,750±178 | 3,769±148 | 0.00E+00 |
| ath-miR396a | 1,598±291 | 1,000±221 | 1,621±489 | 2,724±257 | 1,767±165 | 4,184±160 | 4,097±289 | 0.00E+00 |
| ath-miR156j | 874±234 | 913±42 | 1,161±156 | 3,565±229 | 1,106±60 | 1,361±321 | 2,270±108 | 0.00E+00 |
| ath-miR822 | 2,338±298 | 3,562±66 | 2,045±231 | 1,375±94 | 3,096±110 | 1,816±61 | 1,226±65 | 0.00E+00 |
| ath-miR396b | 1,023±151 | 522±144 | 1,060±329 | 1,952±254 | 1,051±107 | 3,066±201 | 3,144±295 | 0.00E+00 |
| ath-miR156h | 656±102 | 414±64 | 1,056±136 | 2,231±174 | 793±60 | 1,707±61 | 2,384±103 | 0.00E+00 |
| ath-miR156i | 575±174 | 514±37 | 647±280 | 2,144±199 | 752±39 | 1,228±62 | 1,643±106 | 0.00E+00 |
| ath-miR5658 | 334±101 | 327±43 | 603±77 | 1,401±233 | 457±52 | 841±48 | 986±58 | 0.00E+00 |
| ath-miR3440b-3p | 108±27 | 111±45 | 430±143 | 1,006±357 | 224±53 | 933±103 | 838±38 | 0.00E+00 |
| ath-miR164c | 1,164±216 | 791±46 | 591±60 | 315±21 | 919±92 | 671±24 | 408±12 | 0.00E+00 |
| ath-miR164a | 1,163±355 | 764±62 | 581±63 | 317±24 | 943±31 | 677±19 | 414±22 | 0.00E+00 |
| ath-miR5020c | 210±39 | 93±25 | 145±48 | 910±117 | 233±50 | 795±101 | 1,020±130 | 0.00E+00 |
| ath-miR5655 | 22±5 | 43±13 | 61±14 | 307±62 | 61±13 | 185±25 | 453±107 | 0.00E+00 |
| ath-miR5642a | 497±67 | 216±13 | 126±34 | 97±14 | 158±42 | 110±10 | 56±10 | 0.00E+00 |
| ath-miR398b | 247±39 | 240±19 | 168±42 | 102±12 | 294±58 | 531±18 | 304±13 | 0.00E+00 |
| ath-miR2936 | 115±22 | 77±10 | 173±32 | 324±34 | 95±9 | 338±32 | 477±34 | 0.00E+00 |
| ath-miR398a | 243±29 | 225±21 | 147±35 | 97±13 | 292±8 | 507±19 | 300±12 | 0.00E+00 |
| ath-miR171a | 1,449±169 | 1,158±299 | 917±332 | 539±29 | 1,376±147 | 789±52 | 568±20 | 9.99E-16 |
| ath-miR159a | 8,241±804 | 9,244±275 | 6,397±1727 | 4,333±323 | 8,196±467 | 6,941±415 | 5,329±147 | 4.33E-15 |
| ath-miR165a | 3,833±188 | 3,309±143 | 3,240±459 | 3,172±914 | 2,115±168 | 3,609±500 | 4,169±329 | 3.24E-14 |
| ath-miR408 | 368±88 | 387±27 | 360±147 | 530±49 | 731±50 | 828±22 | 822±56 | 5.38E-13 |
| ath-miR163 | 1,821±638 | 1,956±105 | 1,467±156 | 1,242±118 | 1,879±428 | 871±117 | 824±23 | 1.29E-12 |
| ath-miR172c | 1,716±141 | 1,988±108 | 2,223±482 | 2,443±73 | 1,695±153 | 1,496±64 | 2,079±97 | 2.53E-12 |
| ath-miR400 | 533±101 | 324±61 | 540±141 | 700±68 | 560±47 | 601±40 | 642±57 | 7.10E-12 |
| ath-miR395b | 291±91 | 52±11 | 48±11 | 167±33 | 450±1320 | 239±28 | 215±32 | 2.00E-11 |
| ath-miR160a | 545±163 | 766±31 | 526±76 | 754±52 | 844±37 | 542±25 | 558±19 | 6.82E-11 |
| ath-miR162a | 550±118 | 450±37 | 437±46 | 401±31 | 593±80 | 487±32 | 441±47 | 3.90E-10 |
| ath-miR157d | 1,655±258 | 2,270±62 | 2,194±419 | 2,110±149 | 2,317±374 | 1,559±87 | 1,825±63 | 1.49E-09 |
| ath-miR172a | 1,830±281 | 2,307±124 | 2,333±555 | 2,540±98 | 1,861±197 | 1,547±83 | 2,173±112 | 2.97E-09 |
| ath-miR390a | 899±187 | 1,087±43 | 907±275 | 983±30 | 657±59 | 517±21 | 659±25 | 2.57E-08 |
| ath-miR158b | 2,179±377 | 1,660±311 | 3,652±1213 | 4,152±260 | 1,803±246 | 3,559±77 | 4,161±68 | 3.76E-08 |
| ath-miR319a | 1,539±482 | 1,202±199 | 1,603±427 | 1,536±109 | 1,626±86 | 2,282±100 | 1,976±230 | 4.77E-06 |
| ath-miR156g | 1,113±195 | 1,147±37 | 1,359±175 | 1,288±221 | 1,199±123 | 983±53 | 1,241±73 | 5.04E-06 |
| ath-miR161.2 | 525±118 | 531±41 | 623±75 | 668±29 | 720±53 | 537±118 | 529±46 | 5.08E-06 |
| ath-miR167c | 7,218±696 | 8,379±192 | 7,104±2471 | 5,927±318 | 9,342±618 | 7,806±109 | 6,665±272 | 3.16E-05 |
| ath-miR171b | 441±108 | 471±19 | 376±76 | 336±20 | 452±23 | 498±44 | 448±31 | 5.61E-05 |
| ath-miR157a | 1,661±510 | 2,310±87 | 2,244±301 | 2,173±97 | 2,493±201 | 1,639±50 | 1,875±66 | 1.29E-04 |
| ath-miR166a | 4,975±1826 | 5,032±181 | 5,273±624 | 5,308±912 | 4,107±883 | 5,925±180 | 6,671±372 | 1.09E-03 |
| ath-miR319c | 3,777±1409 | 4,299±302 | 3,577±915 | 2,616±218 | 4,300±160 | 3,898±188 | 3,084±378 | 1.66E-03 |
| ath-miR403 | 3,302±940 | 2,952±185 | 2,306±1305 | 3,988±160 | 3,154±368 | 2,786±142 | 3,561±265 | 2.50E-03 |

**Table S3.** Common miRNAs change during darkness treatment (Signal>500).

**Table S4.** Dark-induced senescence miRNAs, miRNA targets, GO terms and KEGG pathways in DP/IDL *Arabidopsis* leaves.

| Total miRNAs (p<0.01) | Target genes (miRNA number) | GO terms (1417) | | | Target genes in annotated KEGG Pathways (miRNA number) | Annotated KEGG Pathways |
| --- | --- | --- | --- | --- | --- | --- |
| Cellular component | Biological process | Molecular function |
| 137 | 1827 (123) | 174 | 867 | 584 | 278(60) | 98 |

How the deposited data were processed for this re-analysis (not part of the article)

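Single-channel microarrays of rosette leaves of *Arabidopsis* were reprocessed from the spot intensities of the scanner. The 7 arrays were the control, DP-2, DP-4 and DP-6 (entire plants darkened for 2, 4 or 6 d) and IDL-2, IDL-4 and IDL-6 (individual leaves darkened for the same times), with 1 array per condition. The samples were assigned from their titles, which name the condition. The chlorophyll measurements, the qRT-PCR of miRNAs and target genes, and the predictions of targets were not analysed here.

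The authors deposited for each array the median intensity of every spot as read by the scanner, linear and without background correction or normalization, and the SD over its pixels. They also deposited a table with a linear intensity for each of 270 miRNAs on each array, background-subtracted and normalized with a LOWESS filter according to the paper's methods. The medians of that table lay between 3.41 (DP-2) and 4.90 (IDL-2). On each array the log2 values of the table had a correlation between 0.992 and 1.00 with those of the scanner's intensities after background subtraction, across the probes above background on all 7 arrays. No column of values per sample was left unused (0 columns). The scanner data have no column for a local background or for flagged spots, which the design made before the data were examined had assumed. The background of each array was therefore estimated from its 436 empty spots as a robust loess surface with a span of 0.3. Plain subtraction, one of the alternatives, used the same surface.

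Intensities were corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50, converted to log2 and averaged over the 12 repeat spots of a probe. Arrays were normalized to each other by cyclic loess. The signal of a miRNA is the linear value without the offset, while log2 ratios, slopes and differences are of values with the offset, which draws those of dim miRNAs towards 0. The background SD of an array was a robust SD over its empty spots, between 2.85 (IDL-6) and 5.97 (DP-4). A probe was above background on an array when at least 50% of its spots exceeded the background by more than 3 of these SDs. This held for 119 probes in the control, 110, 92 and 88 in DP-2, DP-4 and DP-6, and 103, 99 and 116 in IDL-2, IDL-4 and IDL-6. The largest intensity of a miRNA spot lay between 6716 (DP-6) and 14664 (IDL-4). The median coefficient of variation over repeat spots lay between 6.38% (IDL-4) and 15.7% (control). Repeat spots are technical, and the number of arrays limits the precision.

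All tests across probes covered the 136 miRNA probes above background on at least 1 array, were two-sided and used a Benjamini-Hochberg adjusted p of 0.05 as the threshold. limma was fitted with a slope over the days in darkness (5 residual degrees of freedom), with the day as a factor (3 residual degrees of freedom), and for DP against IDL with the day as a block (2 residual degrees of freedom). In the first 2 models the DP and IDL arrays of the same day serve as repeats of each other. The repeat spots were compared among the arrays by a one-way analysis of variance with P under 0.01, as a measure of differences between arrays. A miRNA counted as detected when the mean of its background-subtracted spots was above 0. DP and IDL profiles were compared by Pearson and Spearman correlation across probes, beside correlations from 1000 simulated sets of arrays with no change. The bootstrap over probes used 1000 draws. The pipeline was tested on simulated data made with known changes. It recovered 38 of 40 simulated trends of 0.4 per day on the log2 scale with 3 false calls, 40 of 40 changes of 2.4 at 6 d with 1 false call, and 39 of 40 differences of 1.5 between DP and IDL with 0 false calls. These effects are larger than most of those measured, so the shares recovered do not give the power for smaller changes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

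The miRNAs given with their own values were chosen by a rule. They include the miRNAs that the paper's text names, except miR158a, miR162a, miR166a and miR5021, which it gives as examples for their target genes. Of these exceptions, miR5021 (0.26 per day, adjusted p = 0.0368) and miR166a (0.12, adjusted p = 0.0371) passed limma's test of the trend. miR158a and miR162a did not. Also included are the 5 that rose most and the 5 that fell most by the mean log2 ratio over DP-6 and IDL-6. They were taken from miRNAs with a signal above 500 on at least 1 array and the same sign in both samples. The last are the 5 with the largest DP minus IDL difference among those with a signal above 500 and the same sign on all 3 days. Any other miRNA is named only after its values were seen.

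The alternatives to the background correction were plain subtraction with a floor of 1 and an offset of 16. Those to the normalization were quantile normalization, scaling by the 75th percentile and none. The authors' deposited table and the median over spots were also used. The tests were repeated on all miRNA probes, on probes with a signal above 500, with a prior variance that follows the intensity, with separate slopes for DP and IDL, without the day block and with each array left out in turn. A covariate from mismatch control probes, a correction for GC content and the plain SD of the empty spots were added after seeing the data. Mismatch and perfect-match control probes were paired by their names, since the sequences of the control probes were not used here, and genome positions of miRNAs were not used either. Where the sample labels and the paper differ, no value depends on it. The labels give a kit for RNA extraction, another amount of RNA and a single dye, and the paper gives Trizol and an average over hybridizations with reversed colors.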

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

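The tests of a brighter scan, of less specific hybridization and of the mismatch probes as a covariate were chosen only after the result was seen, while the test of the position on the chip was planned.

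The chips carry control probes for spike-in RNA that the paper does not report on. In 27 pairs, identified by name, a probe with mismatches stands beside a perfect-match partner. Relative to its partner on the log2 scale, the median mismatch probe rose above the control array by 0.40 in DP-4, 0.76 in DP-6, 1.11 in IDL-4 and 1.48 in IDL-6, with 21, 22, 23 and 24 of the 27 pairs above 0. In DP-2 it was at -0.67 and in IDL-2 at 0.02. Over the 20 pairs whose mismatch probe was above background on every array, the values were 0.41, 0.90, 1.12 and 1.55 for the first 4 arrays, -1.15 in DP-2 and -0.13 in IDL-2. A brighter scan or more label on DP-6, IDL-4 and IDL-6 would raise the partners alike. The 16 partners changed by a median of 0.14 over these 3 arrays, against 1.12 for the mismatch probes relative to them. Saturated partners are not the reason either, since the 9 partners with intensities under 20000 changed by 0.06 and their mismatch probes rose by 0.97. A local artefact on the chip would leave part of it unaffected, but in each of 4 sectors the rise was present on all 3 arrays, with a lowest value of 0.32. What stays open is a change in the specificity of the hybridization between arrays, or RNA of darkened leaves that binds to these probes. Neither was tested directly, and the sequences of the control probes were not used here. No biological explanation was tested.

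The rise of the mismatch probes bears on the miRNAs that rose. Over the 7 arrays the mismatch probes and the days in darkness had r = 0.770 and rho = 0.844, and r was 0.757 without the 2 arrays farthest from the median. These values describe the overlap of the 2 only, and no p is given, because the relation was examined after the rise on the later arrays had been seen. The arrays are not independent of the control array to which all ratios refer. With the mismatch probes in place of the days, limma called 37 probes, 22 with a positive and 15 with a negative slope. With both in the model, the day was called for 3 probes, miR164a (-0.31 per day, adjusted p = 0.0284), miR164c (-0.32, adjusted p = 0.0167) and miR171a (-0.28, adjusted p = 0.0167), and for 0 of the rising ones by limma, with 24 of all probes at an unadjusted p under 0.05. The mismatch probes were then called for 12, 6 of them positive. Among these 6 were miR396b (1.53, adjusted p = 0.0111 from limma) and miR396a (1.23, adjusted p = 0.0142), which were also lower in DP than in IDL. Of the 14 rising miRNAs, 7 were fitted better by the mismatch probes than by the days. For miR156h (1.04) and miR2936 (0.72) the mismatch probes were called beside the day, each with an adjusted p of 0.0142 from limma. Their residual SDs were 0.20 and 0.17 with the mismatch probes, against 0.56 and 0.39 with the days. This argues against days in darkness as the whole cause of their rise. For the other rising miRNAs less specific hybridization and days in darkness cannot be told apart. What keeps it open for them is that the mismatch probes and the days overlap on these arrays.

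Of the 12 miRNAs that fell, 3 (miR164a, miR164c and miR171a) stayed past the threshold with the mismatch probes in the model, which argues against less specific hybridization as the whole cause of their fall. A 4th, miR5642a, was not called with both in the model, but it was already lower by a mean log2 ratio of -1.17 at 2 d (95% confidence interval -1.88 to -0.45, limma, unadjusted p = 0.00852, adjusted p = 0.280), with -1.01 in DP-2 and -1.32 in IDL-2, where the mismatch probes were at -0.67 and 0.02. This argues against less specific hybridization as the whole cause for it too, although both ratios rest on the same control array. For the other 8 it and days in darkness cannot be told apart, since none was called with both in the model, the mismatch probes and the days overlap, and 4 of the 8 were fitted better by the mismatch probes than by the days. Darkness remains open as an explanation for the fall, and it was not tested apart from the order of the arrays.

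miR398b moved in opposite directions in DP and IDL, and was the only 1 of the 46 miRNAs with a signal above 500 to do so. Its log2 ratio to the control was -0.12, -0.46 and -0.94 in DP-2, DP-4 and DP-6 and 0.12, 0.82 and 0.17 in IDL-2, IDL-4 and IDL-6, a mean difference of -0.87. It was singled out because every DP array lay below and every IDL array above the control, a criterion under which the difference was not tested, and with 7 exchangeable arrays chance gives this, in either direction, to 1.43% of miRNAs, or 0.657 of the 46. Finding 1 is thus no more than chance can bring. limma's test of DP against IDL gave an adjusted p of 0.113, which does not pass the threshold. Against the pattern, the ratio in IDL-6 was negative with plain subtraction, scaling by the 75th percentile and no normalization, down to -0.64, that in IDL-2 was negative with no normalization (-0.36), and that in DP-2 was 0 under quantile normalization. The normalization may therefore set the sign of the IDL ratios. The DP minus IDL of ath-miR398b was negative under every setting, between -1.11 and -0.70 under the alternatives other than leaving out an array. The target of miR398a differs by 1 base and shares this limit. A biological difference between DP and IDL stays open.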

How the results depend on the processing

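The tests with the mismatch probes as a covariate, the correction for GC content and the plain SD of the empty spots were chosen only after the results were seen. Where no reason is given for a change, the cause was not tested.

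The trend over days was called for 26 miRNAs (14 rising, 12 falling). It was called for 31 with plain subtraction, 30 with an offset of 16, 23 with quantile normalization, 28 in the authors' table, 27 with the median over spots, 18 among probes with a signal above 500 and 25 with scaling by the 75th percentile. The balance of the last differed, with 7 rising and 18 falling, 15 of the 26 called in both, and 12 of the 14 rising with a positive slope. The count dropped to 13 with all probes tested, to 17 with separate slopes for DP and IDL and to 1 (miR5642a) with no normalization, where 14 rising and 12 falling slopes kept their sign. With the mismatch probes as a covariate it was 3, and 3 over the pairs above background (miR164a, miR164c and miR171a). With 1 array left out it ran from 1 (miR171a, without IDL-6) to 26 (without the control), with 9 without DP-6, 14 without DP-2, 17 without DP-4, 14 without IDL-2 and 22 without IDL-4. No slope among the calls changed its sign when an array was left out (0 sign changes).

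The change after 6 d was called for 13. Other counts were 15 with plain subtraction, 15 with an offset of 16, 15 with quantile normalization, 17 in the authors' table, 10 with all probes and 16 with a prior variance that follows the intensity. It was 4 with scaling by the 75th percentile (miR164a, miR164c, miR171a and miR5642a, all lower), 0 with no normalization, 21 with the median over spots, 3 with the mismatch probes as a covariate and 3 over the pairs above background. With 1 array left out it ran from 0 (without DP-2, IDL-2 or IDL-6) over 2 (miR172b-5p and miR5642a, without DP-6) to 14 (without DP-4 or IDL-4), fits in which a lone array of a day is assumed to vary like the others. After 4 d the count of 0 became 9 with quantile normalization and 3 with a prior variance that follows the intensity, and between 0 and 2 with an array left out (2 without DP-6 or IDL-6, miR172b-5p and miR5642a). After 2 d limma called 0 under every setting run.

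DP against IDL was called for 0. The count was 4 with quantile normalization (miR396a, miR396b, miR398a and miR847), 1 with the median over spots (miR408), 7 with all probes tested, 10 among probes with a signal above 500 and 14 with a prior variance that follows the intensity. It was 0 with plain subtraction, an offset of 16, scaling by the 75th percentile, no normalization, the authors' table and no day block. With 1 array left out it ran from 0 to 20, the latter without DP-6 or IDL-6, which with the day as a block are the same fit. For miR159a the DP minus IDL difference of 0.04 reversed to -0.039 with an offset of 16, -0.026 with quantile normalization, -0.15 with scaling by the 75th percentile, -0.24 with no normalization and -0.046 in the authors' table, and it ran from -0.048 (without DP-2 or IDL-2) to 0.11 with an array left out.

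For Table S2, adjusted over the list alone, 19 miRNAs with a trend became 9 with no normalization. The 12 changed at 6 d became 7 with scaling by the 75th percentile and 1 (miR5642a) with no normalization. The 15 that differ between DP and IDL became 0 with plain subtraction, 0 with scaling by the 75th percentile and 0 with no normalization, 7 with an offset of 16, and 5 in the authors' table (miR396a, miR396b, miR408, miR390a and miR319a) and with the median over spots (miR396a, miR396b, miR156h, miR408 and miR319a). The study chose the list on these arrays, so none of these counts is independent evidence.

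Among the miRNAs chosen by the rule to be given with their own values, single slopes reversed for 4, none of which had a trend past the threshold. Among all 14 rising calls, 2 had a slope that was no longer positive with scaling by the 75th percentile. The slope of miR319a (0.06) became -0.0084 with quantile normalization, -0.021 with scaling by the 75th percentile, -0.11 with the mismatch probes as a covariate and -0.082 over the pairs above background. With these last 2 covariates, in the same order, miR390a (-0.04) went to 0.057 and 0.039, miR408 (0.11) to -0.052 and -0.012, and miR396a (0.24) to -0.078 and -0.043. Over the other settings of the miRNAs chosen by the rule, 277 slopes stayed on the same side of the threshold with their sign, 64 lost a call and 6 gained one. At 6 d, 176 stayed, 50 lost and 14 gained a call. Of the DP minus IDL differences, 81 stayed and 26 gained a call. Of the log2 ratios on single arrays, 704 moved by less than the SD over spots and 136 by more.

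The repeat-spot comparison gave 98 probes and between 98 and 132 under the other processings and tests, except for 40 when only probes with a signal above 500 were tested, which follows from the smaller number of probes. The correlation of DP and IDL at 6 d (0.91) became 0.84 with plain subtraction, 0.77 with scaling by the 75th percentile and 0.77 with no normalization. For the change from 2 d to 6 d (0.88) these were 0.77, 0.61 and 0.61, and it was 0.92 for probes with a signal above 500. Scaling shifts each log2 array by a constant, so its r is the same as with no normalization. At 2 d (0.68) that filter gave 0.46. Scaling by a single factor, or no normalization, leaves the median log2 ratio away from 0. At 6 d that median was -0.23 with scaling by the 75th percentile and -0.15 with no normalization. With plain subtraction, which changes the background correction, it was -0.15. Mean changes at 6 d under these settings are relative to it. Single arrays differed from it. With scaling by the 75th percentile their medians ran from -0.53 (IDL-6) to 0.30 (IDL-2), with 0.08 in DP-6. Ratios on single arrays are relative to the median of their own array.

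Detection depended most on its rule. In the control, DP-2, DP-4, IDL-2, IDL-4 and IDL-6 the counts of 269, 270, 270, 270, 261 and 243 dropped to 119, 110, 92, 103, 99 and 116 with a limit of 3 background SDs. In all 3 DP arrays 127 became 80, in all 3 IDL arrays 238 became 92, and on all 6 darkened arrays 127 became 80. With the plain SD the counts were 79 in the control, 65, 64 and 82 in DP-2, DP-4 and DP-6, 74, 72 and 115 in IDL-2, IDL-4 and IDL-6, and 63, 69 and 63 for the 3 common sets. Values above 0 in the authors' table gave 270 in DP-6, 270 in all 3 DP arrays and 270 on all 6. The limits differ by construction, since a limit above 0 removes the dim probes. Signal over background limits what can be seen, as 80 of the 270 miRNAs were above background on all 7 arrays and 136 on any, and for the others a change was not detectable at this signal.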

Differences from the paper's values

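The comparisons with the paper's values were planned, and none of the tests in this part was chosen only after the result was seen, apart from the plain SD of the empty spots. Of 17 values in the paper's text, 11 differed from those found here, as did 0 of 56 signals and 4 of 48 log2 ratios of signals, without the offset, computed from the paper's Table S2. Counts were taken to differ when one was more than 1.5 times the other, and signals when they also lay farther apart than the larger of the SD over spots and the SD in Table S2. Log2 ratios were taken to differ when their signs differed or when they lay farther apart than the larger of these errors.

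In DP-2 the paper's count of detected miRNAs is 159 and 270 were detected here. Among the alternatives set before the data were examined, the limit of 3 background SDs gave 110, which does not differ from the paper's by more than 1.5 times, while the authors' table (270) and the median over spots (270) did differ. In IDL-2 the paper's count is 172 against 270 here, and all 3 alternatives differed (103, 270 and 270 in the same order). In IDL-4 the paper's count is 166 against 261, and all 3 differed (99, 270 and 256). In IDL-6 the paper's count is 159 against 243. The limit of 3 background SDs (116) and the median over spots (237) did not differ, and the authors' table (270) did. In all 3 IDL samples the paper's count is 150 against 238, and all 3 alternatives differed (92, 270 and 228).

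The paper's counts of miRNAs found only in DP-2, DP-4 and DP-6 among the DP samples are 6, 31 and 10, against 0, 0 and 0 here. The alternatives set before the data were examined all differed, with 21, 0 and 5 for the limit of 3 background SDs, 0, 0 and 0 in the authors' table and 18, 0 and 0 for the median over spots. The paper's counts found only in IDL-2, IDL-4 and IDL-6 are 18, 6 and 3, against 4, 0 and 0 here. All alternatives set before the data were examined differed, with 4, 0 and 10 for the limit of 3 background SDs, 0, 0 and 0 in the authors' table and 5, 0 and 0 for the median over spots. With the plain SD of the empty spots, chosen after seeing the values, the counts were 0, 0 and 16 in DPs and 0, 0 and 38 in IDLs. By the mean, the median and the authors' table, all 270 miRNAs were detected in DP-2 and IDL-2. By these rules no miRNA could be found only on a later day. By the mean and the authors' table DP-4 was at 270 too, which also fixed the count of 0 for DP-2.

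The log2 ratio of miR156j in DP-2 from the paper's Table S2 is 0.063, against -0.089 here. The signs differ, but the gap is smaller than the error of either ratio (0.39 from the SDs in Table S2, 0.43 from those over spots). Of the alternatives set before the data were examined, quantile normalization (0.39) and no normalization (0.10) did not differ from the paper's, and plain subtraction, an offset of 16, scaling by the 75th percentile, the authors' table and the median over spots did, all negative. For miR159a in DP-6 the paper's ratio is -0.93 against -0.58 here. Plain subtraction (-0.78) and the authors' table (-0.93) did not differ, and an offset of 16 (-0.65), quantile normalization (-0.43), scaling by the 75th percentile (-1.19), no normalization (-1.49) and the median over spots (-0.65) did. For miR156h in DP-6 the paper's ratio is 1.77 against 1.499 here. Plain subtraction (1.60), an offset of 16 (1.55) and the authors' table (1.77) did not differ, and quantile normalization (1.19), scaling by the 75th percentile (1.04), no normalization (0.74) and the median over spots (1.44) did. For miR171a in DP-6 the paper's ratio is -1.43 against -1.63 here. Plain subtraction (-1.60), an offset of 16 (-1.59) and the authors' table (-1.43) did not differ, and quantile normalization (-1.72), scaling by the 75th percentile (-2.06), no normalization (-2.39) and the median over spots (-1.64) did.

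The paper states that miR1886.1 is specific to the IDL samples. Here it was above background on all 7 arrays, with a signal of 46.7 in the control. By the limit of 3 background SDs, 0 miRNAs were found in all 3 IDL samples alone. The other rules set before the data were examined could not have found any, since each detected all 270 miRNAs in DP-2. The paper's discussion exchanges the counts of miRNAs common to the DP and to the IDL samples that its results give. The paper states that miR164a at 6 d is higher in DP than in IDL, whereas its signal on the arrays was 315 in DP-6 and 393 in IDL-6 (317 and 414 in the paper's Table S2). The paper states that miR159 is higher in IDLs than in DPs. On the arrays the DP minus IDL difference of miR159a was 0.04 (SE 0.09, adjusted p = 0.895 from limma), with no value past the threshold, and it was negative with an offset of 16, quantile normalization, scaling by the 75th percentile, no normalization and in the authors' table. The paper does not name the measurement of the miRNA behind either statement. The first stands beside its qRT-PCR of target genes and the second refers to it, and a qRT-PCR with biological repeats is unlike these single arrays, so that neither need be a difference in the same measurement. From its qRT-PCR the paper states both that miR5020c is higher in DPs and IDLs than in the control and that it decreases at first, and on the arrays its log2 ratio (intensities with the offset) was -0.81 in DP-2, -0.29 in DP-4 and 0.18 in IDL-2. The paper states the same early decrease for miR156j, miR156h and miR158b. On the arrays miR158b was lower at 2 d in DP (-0.55) and IDL (-0.40), miR156h was lower in DP-2 (-0.76) and higher in IDL-2 (0.12), and miR156j was near the control in DP-2 and higher in IDL-2 (0.25). The signs of miR156j on both arrays, of miR156h in IDL-2 and of miR5020c in IDL-2 changed with no normalization. The paper states that miR408 and miR396a are involved in leaf senescence. Here neither passed limma's test of a trend common to DP and IDL under any setting set before the data were examined. That test counts a difference between DP and IDL as error, so it cannot exclude a change in IDLs alone. The slope of miR408 was 0.20 per day in IDL and 0.01 in DP, and that of miR396a 0.33 and 0.14. Results of the fit with separate slopes were not given for single miRNAs.

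Of the 44 miRNAs of Table S2, 42 were past the P of 0.01 in the comparison of repeat spots, and miR167c and miR319c were not. With plain subtraction, no normalization and the Kruskal-Wallis test all 44 were past it. Quantile normalization added miR319c, and scaling by the 75th percentile added both but not miR166a. With the signal limit as well, 37 passed and miR5655, miR2936, miR398a, miR395b, miR167c, miR171b and miR319c did not. With an offset of 16, miR398a and miR171b passed too, with no normalization all but miR5655, miR2936 and miR395b passed, and with plain subtraction and the Kruskal-Wallis test miR167c and miR319c did. Quantile normalization passed miR171b and miR319c but not miR398b, and scaling by the 75th percentile passed miR167c, miR171b and miR319c but not miR166a. No setting passed miR5655, miR2936 and miR395b. The trend of miR319c was not past the threshold of limma's test, but it was in the authors' table and with the median over spots, both falling.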

Other observations

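The tests of the arrangement of the days, of the normalization, of the slopes of near-identical neighbours and of the correction for GC content were chosen only after the result or the data were seen, and those of random sets for near-identical targets and the splits of DP and IDL were planned.

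For the 26 trend calls, rising and falling together, the arrangement of the days argues against chance, since 2 of 100 arrangements over the 7 arrays, the real one included, gave as many. The other of these 2 gave 40 calls, and the arrangement next after the real one gave 19. The rising calls were not counted apart. For the 14 miRNAs that rose, GC content of the targets is argued against, as 13 of the 14 stayed past the threshold after the trend with GC was removed from each array. The median GC content was 46.3% for the rising miRNAs and 42.9% for all, and the rank correlation of GC content with the change was -0.17. The normalization between arrays did not create the rise by itself, since at least 12 of the 14 kept a positive slope under quantile normalization, scaling by the 75th percentile or none, although with none 0 stayed past the threshold in limma's test. Cross-hybridization from a near-identical, brighter miRNA stays open. The 9 probes with such a neighbour (at most 3 differences and at least 2 times brighter) had a median log2 ratio at 6 d of 0.23, against -0.03 for the other 127, which is at percentile 92.4 of 10000 random sets of like signal, and 3 of the 14 are among the 9. For these 3 (miR156h, miR156i and miR158b), a rise of the brighter neighbour itself is argued against, since the 5 neighbours had slopes of at most 0.032 per day, against at least 0.23 for the 3, and under every other processing each of the 3 also rose by more than its neighbours, by at least 0.12 per day. What keeps cross-hybridization open is that an unchanged neighbour would bring more signal if the hybridization became less specific, as the mismatch probes leave possible, and that miR156j, which is near-identical to miR156h and miR156i and less than 2 times brighter, rose as well. A response to darkness, which the design names, stays open too.

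For the 12 miRNAs that fell, 12 kept a negative slope under each of quantile normalization, scaling by the 75th percentile and no normalization, which argues against the normalization as the reason. The correction for GC left 12 of the 12 past the threshold. With no normalization only miR5642a stayed past the threshold of limma's test.

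For DP against IDL, the 6 darkened arrays make 10 splits of 3 against 3, too few for a test of chance. With 0 calls in the real split, all 10 gave as many by construction, so this count decides nothing. At an unadjusted p under 0.05 the real split gave 33 probes, the most of the 10, and the other 9 between 0 and 11. The mismatch probes were lower in DP than in IDL on every day, so this count does not separate the treatment from the specificity of the hybridization. Of the rising miRNAs 11 of 14, and of the falling 4 of 12, were lower on average in DP than in IDL.

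The median signal of the 80 probes above background on all 7 arrays was 523 in the control, 376, 491 and 486 in DP-2, DP-4 and DP-6, and 555, 594 and 539.7 in IDL-2, IDL-4 and IDL-6. The plain SD of the empty spots was up to 32.6 (DP-2), against a robust SD of 5.20 on the same array. The 7 miRNAs with a signal above 500 on at least 1 array that Table S2 does not list were miR156a, miR158a, miR159c, miR161.1, miR168a, miR172e and miR854a, named after their values were seen.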
